# Marked augmentation of PLGA nanoparticle-induced metabolically beneficial impact of γ-oryzanol on fuel dyshomeostasis in genetically obese-diabetic *ob/ob* mice

**DOI:** 10.1080/10717544.2017.1279237

**Published:** 2017-02-09

**Authors:** Chisayo Kozuka, Chigusa Shimizu-Okabe, Chitoshi Takayama, Kaku Nakano, Hidetaka Morinaga, Ayano Kinjo, Kotaro Fukuda, Asuka Kamei, Akihito Yasuoka, Takashi Kondo, Keiko Abe, Kensuke Egashira, Hiroaki Masuzaki

**Keywords:** Type 2 diabetes mellitus, brown rice, γ-oryzanol, nanotechnology, poly (DL-lactide-co-glycolide), obesity, therapeutic modality

## Abstract

Our previous works demonstrated that brown rice-specific bioactive substance, γ-oryzanol acts as a chaperone, attenuates exaggerated endoplasmic reticulum (ER) stress in brain hypothalamus and pancreatic islets, thereby ameliorating metabolic derangement in high fat diet (HFD)-induced obese diabetic mice. However, extremely low absorption efficiency from intestine of γ-oryzanol is a tough obstacle for the clinical application. Therefore, in this study, to overcome extremely low bioavailability of γ-oryzanol with super-high lipophilicity, we encapsulated γ-oryzanol in polymer poly (DL-lactide-co-glycolide) (PLGA) nanoparticles (Nano-Orz), and evaluated its metabolically beneficial impact in genetically obese-diabetic *ob/ob* mice, the best-known severest diabetic model in mice. To our surprise, Nano-Orz markedly ameliorated fuel metabolism with an unexpected magnitude (∼1000-fold lower dose) compared with regular γ-oryzanol. Furthermore, such a conspicuous impact was achievable by its administration once every 2 weeks. Besides the excellent impact on dysfunction of hypothalamus and pancreatic islets, Nano-Orz markedly decreased ER stress and inflammation in liver and adipose tissue. Collectively, nanotechnology-based developments of functional foods oriented toward γ-oryzanol shed light on the novel approach for the treatment of a variety of metabolic diseases in humans.

## Introduction

Although various types of drugs have been developed, the prevalence of obesity and type 2 diabetes mellitus is increasing worldwide (Moller, 2001; Freedman, 2011; Olokoba et al., 2012). Based on this situation, recent studies emphasize the importance of the healthy dietary habits in prevention and amelioration of obesity-diabetes syndrome (Freedman, 2011; Mozaffarian et al., 2011). Notably, it has been shown that brown rice prevents the onset of type 2 diabetes in humans (Sun et al., 2010; Shimabukuro et al., 2014). Therefore, we focused on the impact of a brown rice-specific bioactive substance γ-oryzanol, an ester mixture of ferulic acid and several kinds of phytosterols (Lerma-Garcia et al., 2009), on therapeutic properties of obesity-diabetes syndrome.

Our previous works demonstrated that γ-oryzanol acts as a chaperone, thereby attenuating the preference for animal fat through suppression of endoplasmic reticulum (ER) stress in hypothalamus (Kozuka et al., 2012). In pancreatic islets from both high fat diet (HFD)-induced and streptozotocin-induced diabetic mice, we also demonstrated that γ-oryzanol ameliorates ER stress and protects β-cells against apoptosis (Kozuka et al., 2015b). ER stress plays an important role in the pathophysiology of obesity-diabetes syndrome in a variety of tissues (Hotamisligil, 2010). In liver, for example, dephosphorylation of translation initiation factor 2α (eIF2α), a critical signaling molecule of ER stress, enhances glucose tolerance via diminishing gluconeogenesis steatosis (Oyadomari et al., 2008). Furthermore, in both liver and adipose tissue, ER stress-related activation of c-Jun N-terminal kinases (JNK) by deletion of an X-box binding protein 1 (XBP1) allele, aggravates insulin receptor signaling, resulting in systemic insulin resistance (Ozcan et al., 2004). Taken together, γ-oryzanol may be a promising tool to suppress exaggerated ER stress for the prevention and treatment of obesity-diabetes syndrome.

Because of its extremely high lipophilicity, γ-oryzanol is hardly absorbed form the intestine (Kozuka et al., 2013). Therefore, in this study, to increase the efficiency of its absorption, we encapsulated γ-oryzanol in polymer poly (DL-lactide-co-glycolide) (PLGA) nanoparticles. PLGA is hydrolyzed in the body, breaking its ester linkages to form lactic acid and glycolic acid monomers that can be easily metabolized by Krebs cycle (Shenderova et al., 1999). Compared to oral suspension of pure drugs, nanoparticle formulation after oral administration markedly augmented maximum plasma concentration as well as area under the plasma concentration-time curve (Sahana et al., 2008). In agreement with this notion, it has been well documented that nanoparticle-mediated drug delivery system using bioabsorbable PLGA nanoparticles markedly enhances therapeutic effects of a variety of compounds in animal models of hindlimb ischemia, pulmonary arterial hypertension, atherosclerosis and acute myocardial infarction (Chen et al., 2011; Ishikita et al., 2016; Koga et al., 2016). However, it is unknown whether the use of oral administration PLGA nanoparticles targeting γ-oryzanol into intestine can be developed as a clinically feasible drug delivery system for obesity-diabetes syndrome. In this context, we assessed the metabolically beneficial impact of γ-oryzanol-encapsulated PLGA nanoparticles (Nano-Orz) on fuel dyshomeostasis in genetically obese-diabetic *ob/ob* mice.

## Methods

### Animals

Five-week-old male *ob/ob* mice obtained from Charles River Laboratories Japan, Inc. (Kanagawa, Japan) were housed at 24 °C under a 12-h/12-h light/dark cycle. The mice were allowed free access to food and water. All animal experiments were approved by the Animal Experiment Ethics Committee of the University of the Ryukyus (No. 5352, 5718 and 5943). Metabolic parameters were measured as previously described (Kozuka et al., 2015b) (Supplemental Methods).

### PLGA nanoparticles

PLGA nanoparticles were prepared using an emulsion solvent diffusion method as previously described (Ishikita et al., 2016) (Supplemental Methods). According to the manufacturer’s instructions (Okada et al., 1991; Kubo et al., 2009), bio-absorption half-life of this product looks approximately 2 weeks in rat tissue. In this study, mean particle size used was 214.8 ± 4.3 nm, and mean zeta potential was −19.4 ± 1.5 mV, respectively. PLGA nanoparticles incorporated with the indocyanine green (ICG), fluorescein isothiocyanate (FITC) or γ-oryzanol were suspended in water and delivered into the stomach by a gavage needle. Fluorescence images were acquired using FMT 4000 In Vivo Imaging System (PerkinElmer, Inc., Waltham, MA) at 1.5, 3, 24, 48, 72 and 96 h after the administration (excitation wavelength: 745 nm/emission wavelength 770–800 nm). We treated *ob*/*ob* mice with FITC-encapsulated PLGA nanoparticles as a negative control. However, this was done in a few subset of experiments because FITC induces inflammation such as contact hypersensitivity depending on CD4 + Th2 cells (Takeshita et al., 2004).

### Administration of γ-oryzanol

Gamma-oryzanol (Wako Pure Chemical Industries, Ltd., Osaka, Japan) was dissolved in 0.5% methyl cellulose solution (Wako Pure Chemical Industries). Gamma-oryzanol (320 μg/g body weight) was delivered into the stomach by a gavage needle every day for 4 weeks.

### Monitoring of preference for dietary fat in mice

Preference for dietary fat was evaluated in the two-foods (chow versus HFD) choice tests as previously described (Kozuka et al., 2012). Briefly, the mice were allowed free access to the chow and the HFD. Intakes of the chow and HFD were measured weekly and analyzed for changes in the preference for dietary fat. HFD preference was calculated according to the following formula: HFD preference = [(HFD intake/total food intake) × 100].

### Fecal and hepatic lipid contents

The feces from each group were collected weekly and dried. Total lipids were extracted from the feces and liver according to the procedure of Folch et al. (Folch & Lebaron, 1956). Triglyceride and total-cholesterol concentrations were measured using the triglyceride E-test kit and total-cholesterol E-test kit, respectively (Wako Pure Chemical Industries).

### IHC analyses and oil red O staining

Immunohistochemistry (IHC) analyses were examined at 4 weeks after starting the treatment as described (Kozuka et al., 2015b) (Supplemental Methods). For Oil red O staining, liver tissues were frozen in optimal cutting temperature (OCT) compounds. The floating liver sections were stained with 0.3% Oil red O solution (Sigma-Aldrich, Traunstein, Germany) and mounted with Fluoromount (Sigma-Aldrich). Then, the slides were processed for hematoxylin counter staining.

### Isolation of pancreatic islets

Pancreatic islets were isolated from mice at 4 weeks after starting the treatment by collagenase digestion (Liberase TL; Roche Diagnostics GmbH, Mannheim, Germany) and purified on a Histopaque gradient (Histopaque 1077; Sigma-Aldrich) as described (Zmuda et al., 2011).

### Quantitative real-time PCR

Gene expression was examined as described (Kozuka et al., 2012) (Supplemental Methods and Supplemental Table 1). All of mRNA samples were collected at 4 weeks after starting the treatment.

### MicroArray analyses

For assays, three representative mice were selected in each group. DNA microarray analysis was performed as previously described (Kamei et al., 2013) (Supplemental Methods). All of the microarray data are Minimum Information About a Microarray Experiment (MIAME) compliant and have been deposited in a MIAME compliant database, namely the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/, GEO Series accession number GSE86858), as detailed on the MGED Society website (http://www.mged.org/Workgroups/MIAME/miame.html).

### Analysis of composition of gut microbiota

Microbial DNA was extracted from fecal samples using a QIAamp Fast DNA Stool Mini Kit (QIAGEN, Tokyo, Japan), and the V3–V4 region of the 16S rRNA gene was amplified, sequenced and analyzed with the Illumina MiSeq platform (Illumina, San Diego, CA). The amplicon reads were clustered into operational taxonomic units (OTUs) at 97% identity level, and filtered for chimeric sequences using CD-HIT-OTU. The following sequence data analysis was performed as previously described (Satoh et al., 2013).

### Measurement of short-chain fatty acid (SCFA) concentrations in peripheral blood

Short-chain fatty acids (SCFAs) were quantitatively analyzed using a liquid chromatography-tandem mass spectrometry (LC-MS/MS). Plasma sample preparation was performed at 4 weeks after starting the treatment as previously described (Miwa & Yamamoto, 1987). Then, samples were injected into a LC-MS/MS system. Chromatographic separation was achieved using an octadecylsilyl (ODS) column, with two mobile phases, and electrospray ionization in negative ionization with multiplied reaction monitoring (MRM) mode was used.

### Statistical analysis

Data are expressed as the mean ± standard error of the mean (SEM) in independent experiments. One-way analysis of variance (ANOVA) and repeated-measures ANOVA followed by multiple comparison tests (Bonferroni/Dunn method) were used where applicable. Student’s *t*-test was used to analyze the differences between two groups. Differences were considered significant at *p* < 0.05.

## Results

### Tissue distribution of PLGA nanoparticles in mice

To assess the tissue distribution of orally supplied nanoparticles in 8-week-old male mice, ICG-encapsulated PLGA nanoparticles (Nano-ICG) (3 mg/mouse) or ICG (3 mg/mouse) were orally administered. Due to the relative instability of ICG, we observed ICG accumulation for 4 days after administration of Nano-ICG.

ICG showed peak signal at 1 day and decreased rapidly within 2 days. Nano-ICG also showed peak signal at 1 day, but it continued to distribute longer than ICG (Figure 1). As previously shown (Semete et al., 2010; Chereddy et al., 2016; Navarro et al., 2016), Nano-ICG was distributed mainly in the liver followed by intestine, kidney and spleen (Figure 1).

**Figure 1.**
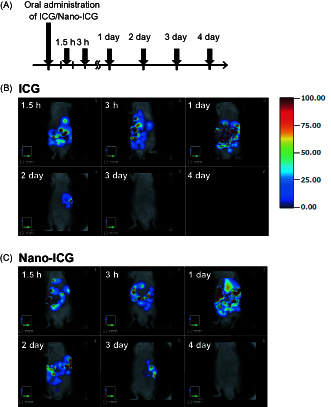
Tissue distribution of PLGA nanoparticles after oral administration in mice. (A) Experimental protocol. C57BL/6J mice were treated orally with ICG or Nano-ICG. Alive mice were non-invasively imaged by FMT at 1.5 h, 3 h, 1, 2, 3 and 4 day after treatment. Tissue distribution of ICG (B) and Nano-ICG (C) were evaluated for 4 days after oral administration. The color scale bar is represented in arbitrary unit from blue (low intensity of fluorescence signal) to red (high intensity of fluorescence signal).

### Effects of γ-oryzanol-encapsulated PLGA nanoparticles (Nano-Orz) on body weight in mice

Five-week-old male *ob/ob* mice were treated with regular γ-oryzanol or Nano-Orz for 4 weeks, and their body weight, food intake and blood glucose level in fed states were monitored. Neither regular γ-oryzanol nor Nano-Orz affected body weight gain in *ob/ob* mice (Figures 2A and B). There were no differences in daily food intake between mice administered regular γ-oryzanol and Nano-Orz (Regular-Veh, 38.4 ± 3.4 g/week; Regular-Orz, 38.4 ± 3.1 g/week; Nano-Veh, 36.1 ± 3.0 g/week; Nano-Orz 0.01, 36.6 ± 3.0 g/week; Nano-Orz 0.1, 36.2 ± 2.7 g/week).

**Figure 2.**
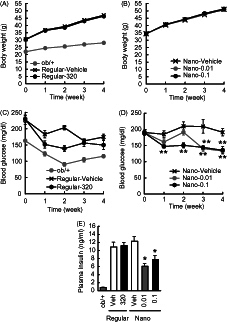
Effects of Nano-Orz on body weight and blood glucose level in *ob*/*ob* mice. Effects of regular γ-oryzanol (320 μg/g body weight/day) (A) and Nano-Orz (0.01 and 0.1 μg/g body weight/day) (B) on body weight in *ob*/*ob* mice. Effects of regular γ-oryzanol (C) and Nano-Orz (D) on blood glucose levels in *ob*/*ob* mice in the fed state. (E) Effects of Nano-Orz (0.01 and 0.1 μg/g body weight/day) on plasma insulin levels. Data are expressed as mean ± SEM (*n* = 8). *p < 0.05, **p < 0.01 compared with control mice. ANOVA followed by multiple comparison tests (Bonferroni/Dunn method) was used.

### Effects of Nano-Orz on glucose metabolism in mice

Regular γ-oryzanol showed no effect on blood glucose levels (Figure 2C). On the other hand, in mice treated with Nano-Orz, blood glucose levels were significantly lower than that in mice treated with vehicle (Figure 2D). Regular γ-oryzanol did not affect plasma insulin levels, while Nano-Orz significantly decreased plasma insulin revels (Figure 2E).

To further evaluate the effect of Nano-Orz on glucose metabolism, oral glucose tolerance test (OGTT) was performed at 1.5 weeks after starting the treatment. When glucose was delivered into the stomach, there was no significant difference in blood glucose between the mice treated with vehicle and regular γ-oryzanol (Figure 3A). In mice treated with Nano-Orz, blood glucose levels were decreased significantly compared to the vehicle-treated mice (Figure 3B left). A significant reduction was also observed in the area under the curve (AUC) for glucose during the OGTT in mice treated with Nano-Orz (Figure 3B right).

**Figure 3.**
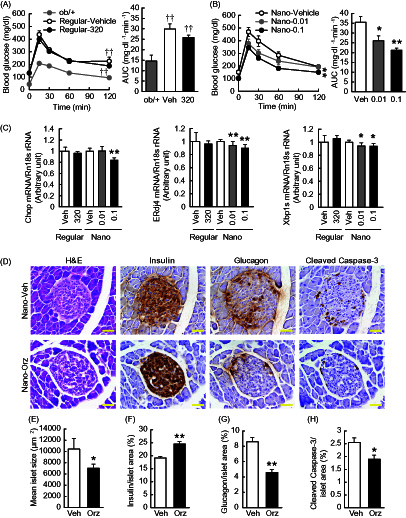
Effects of Nano-Orz on glucose homeostasis in *ob*/*ob* mice. Blood glucose levels and AUC during GTT in mice treated with regular γ-oryzanol (A) and Nano-Orz (B) for 2 weeks. Data are expressed as mean ± SEM (*n* = 8). †† *p* < 0.01 compared with ob/+ mice. *p < 0.05, **p < 0.01 compared with Nano-Vehicle-treated mice. ANOVA and repeated-measures ANOVA followed by multiple comparison tests (Bonferroni/Dunn method) were used. (C) Levels of mRNA in the hypothalamus are shown for Chop, ERdj4 and Xbp1s. The mRNA levels were determined using real-time PCR. Values were normalized to that of 18S rRNA. (D) IHC analyses of isolated pancreatic islets. Serial paraffin-embedded sections were stained with anti-insulin, anti-glucagon and anti-cleaved caspase-3 antibodies. Scale bar, 20 μm; magnification, ×400. (E–H) Mean islet size (E) and the ratios of insulin-positive area (F), glucagon-positive area (G) and cleaved caspase-3-positive area (H) to the total islet area were calculated (*n* = 3; 156–203 islets), respectively. Data are expressed as mean ± SEM. *p < 0.05, **p < 0.01, versus control mice. ANOVA followed by multiple comparison tests (Bonferroni/Dunn method) was used. Student’s *t*-test was used to analyze the differences between two groups.

To investigate the effect of Nano-Orz on ER stress in pancreatic islets, we analyzed the mRNA levels of ER stress-responsive genes including ER resident DNAJ 4 (ERdj4) and the spliced form of Xbp1 (Xbp1s). Nano-Orz significantly decreased the mRNA levels of Chop, ERdj4 and Xbp1s in pancreatic islets in *ob/ob* mice (Figure 3C). Nano-Orz-related beneficial effect of islet protection was confirmed by IHC analyses (Figures 3D–H). Positive cells for cleaved caspase-3 (representative marker for apoptosis) were decreased by Nano-Orz (Figures 3D and H). Moreover, enlargement of islet in *ob*/*ob* mice (Bock et al., 2003) was ameliorated by Nano-Orz (Figure 3E). Of note, Nano-Orz augmented the intensity of insulin staining and increased the ratio of insulin-positive area to total islet area (Figures 3D and F), while decreased the ratio of glucagon-positive area to total islet area (Figures 3D and G), indicating the significant improvement in pancreatic islet function.

### Effects of Nano-Orz on insulin sensitivity in mice

To assess the insulin sensitivity in mice treated with Nano-Orz, insulin tolerance test (ITT) was performed at 2.5 weeks after starting the treatment. When mice was injected into the intraperitoneal cavity with insulin, blood glucose levels were significantly lower in mice treated with Nano-Orz, whereas there was no change in blood glucose levels in mice treated with regular γ-oryzanol, compared to those in mice treated with vehicle (Figures 4A and B). We also observed a significant reduction in the AUC for glucose during the ITT in mice treated with Nano-Orz (Figure 4B right).

**Figure 4.**
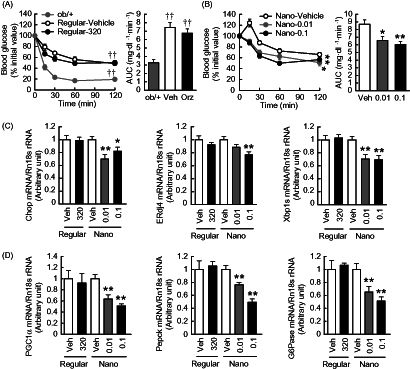
Effects of Nano-Orz on insulin tolerance and hepatic gene expressions related to ER stress and glucose homeostasis in *ob*/*ob* mice. Blood glucose levels and the AUC during ITT treated with regular γ-oryzanol (A) and Nano-Orz (B) for 3 weeks. Data are expressed as mean ± SEM (*n* = 8). †† *p* < 0.01 compared with ob/+ mice. *p < 0.05, **p < 0.01 compared with Nano-Vehicle-treated mice mice. (C, D) Expression levels of mRNA for Chop, ERdj4, Xbp1s (C), PGC1α, Pepck and G6Pase (D) in liver (*n* = 8). The mRNA levels were determined by real-time PCR and normalized by those of 18S rRNA. Data are expressed as mean ± SEM. *p < 0.05, **p < 0.01 versus vehicle-treated mice (Veh). ANOVA and repeated-measures ANOVA followed by multiple comparison tests (Bonferroni/Dunn method) were used.

To assess the effect on insulin resistance in liver, we analyzed the mRNA levels of ER stress-responsive genes as well as gluconeogenic genes including peroxisome proliferator activated receptor γ coactivator-1α (PGC-1α), phosphoenolpyruvate carboxykinase (PEPCK) and glucose 6-phosphatase (G6Pase) (Salvado et al., 2015). The mRNAs of ER stress-responsive genes were highly expressed in liver of *ob/ob* mice compared to those of *ob/+ *mice (Chop, 1.6 fold elevated; ERdj4, 1.4 fold elevated; Xbp1s, 1.3 fold elevated versus *ob/+ *mice). Nano-Orz significantly decreased the mRNA levels of Chop, ERdj4 and Xbp1s in liver in *ob/ob* mice, whereas regular γ-oryzanol showed no effect on mRNA levels of these genes (Figure 4C). In parallel, mRNA levels of PGC-1α, PEPCK and G6Pase were significantly decreased by the treatment with Nano-Orz (Figure 4D).

In adipose tissue, HFD-induced ER stress and inflammation play a pivotal role in the development of insulin resistance (Salvado et al., 2015). Therefore, we analyzed the mRNA levels of ER stress-responsive genes and pro-inflammatory genes including tumor necrosis factor-α (TNFα) and interleukin-6 (IL-6), and monocyte chemoattractant protein-1 (MCP-1) and peroxisome proliferator-activated receptor γ (PPARγ), a master regulator of adipocyte differentiation. Both regular γ-oryzanol and Nano-Orz significantly decreased the mRNA levels of Chop, ERdj4, Xbp1s, TNFα, IL-6 and MCP-1 in mesenteric fat in *ob/ob* mice (Supplemental Figures 1A and 1B). Nano-Orz showed a trend to decrease mRNA level of PPARγ, while regular γ-oryzanol showed no effects (Supplemental Figure 1C).

### Effects of Nano-Orz on lipid metabolism in mice

ER stress-induced insulin resistance in liver exaggerates lipogenesis and causes lipid dysmetabolism (Hotamisligil, 2010). To assess the lipid metabolism in mice treated with Nano-Orz, we measured triglyceride and total-cholesterol contents in liver, feces and plasma. Feces were collected during a week before sacrifice. Although regular γ-oryzanol showed no effect on plasma triglyceride and total-cholesterol levels, Nano-Orz significantly decreased plasma triglyceride and total-cholesterol levels (Figures 5A and F). In parallel, Nano-Orz significantly decreased hepatic triglyceride and total-cholesterol levels (Figures 5B and G). This observation was endorsed by oil red O staining of liver sections (Figure 5D). On the other hand, there were no changes in fecal triglyceride and total-cholesterol contents in mice treated with Nano-Orz (Figures 5C and H). These data suggest that Nano-Orz decreases lipid synthesis in liver, but exerts no apparent effect on lipid absorption. Therefore, we examined the expression levels of genes related to *de novo* fatty acid synthesis including acetyl-CoA carboxylase (ACC), fatty acid synthase (FAS), sterol receptor element-binding protein-1c (SREBP-1c), and peroxisome proliferator-activated receptor-α (PPARα) as well as cholesterol synthesis including sterol receptor element-binding protein-2 (SREBP2), low density lipoprotein receptor (LDLR), 3-hydroxy-3-methylglutaryl (HMG)-CoA synthase and HMG-CoA reductase. As expected, regular γ-oryzanol showed no effect on the expression levels of these genes (Figures 5E and I). On the other hand, Nano-Orz significantly decreased the mRNA levels of genes related to fatty acid and cholesterol synthesis in liver (Figures 5E and I).

**Figure 5.**
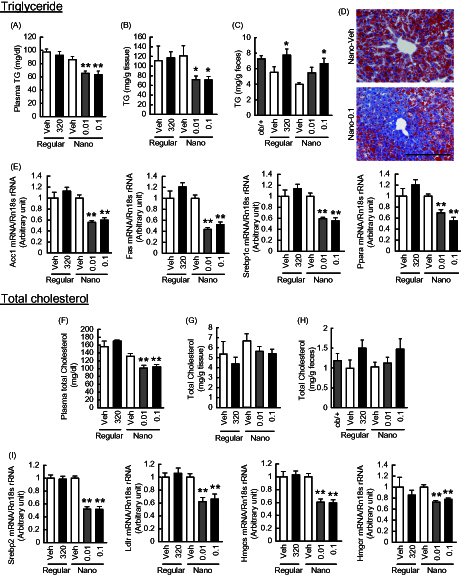
Effects of Nano-Orz on lipid metabolism in *ob*/*ob* mice. Metabolism of triglyceride (TG) (A–E) and total cholesterol (F–I) in Nano-Orz-treated *ob*/*ob* mice. Plasma (A, F), hepatic accumulation (B, G) and fecal (C, H) levels of TG (A–C) and total cholesterol (F–H). (D) Oil red O staining of liver sections. Scale bar, 200 μm; magnification, ×200. (E) Expression levels of lipogenic genes, ACC1, FAS, SREBP1c and PPARα in liver (*n* = 8). (I) Expression levels of genes involved in cholesterol synthesis, SREPB2, LDLR, HMGcs and HMGcr in liver (*n* = 8). The mRNA levels were determined by real-time PCR and normalized by those of 18S rRNA. Data are expressed as mean ± SEM. *p < 0.05, **p < 0.01 versus vehicle-treated mice (Veh). ANOVA followed by multiple comparison tests (Bonferroni/Dunn method) was used.

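The deposited liver values come from 12 microarrays of male mice, with 3 biological replicates in each treated group and in each vehicle group. By the sample labels, regular γ-oryzanol was compared with methylcellulose and Nano-Orz with water, each given for 4 weeks until 9 weeks of age. The labels give no dose. The paper gives 320 μg per g body weight per day for regular γ-oryzanol, and which Nano-Orz dose the array mice received is not stated. Arrays are named Orz 1 to 3 and Veh 1 to 3 within each arm. The values are log2 DFW signals of 45101 probe sets, which run from 5.31 to 14.8 in the regular arm and from 5.26 to 14.7 in the Nano-Orz arm. Their spread is small, with a median standard deviation within groups of 3.23e-06 in the regular arm and 2.73e-06 in the Nano-Orz arm, and 99.6% and 99.1% of probe sets span less than 0.001 over the 6 arrays of an arm. Differences between groups are therefore given in log2 DFW units, as treated minus vehicle, and are not fold changes. Each arm was tested by rank product over its 9 treated and vehicle pairs with 100 permutations, and a probe set was called at a proportion of false positives (pfp) under 0.05, which is how the printed threshold was read. A gene is represented by the probe set with the highest mean among those listed for it alone, which gives 18194 genes. Where the call of a gene given with its value ends without 1 array, the highest pfp so reached is given with the arrays concerned, and where its difference moves by over 1.5 times, the lowest or highest so reached. Groups of genes are lists fixed before the values were seen, apart from the pair of sex-biased lists. Calls among them are given from the whole array and over the list alone. The latter take the rank product p, adjusted within the list by Benjamini-Hochberg, under 0.05. Shifts of a list were tested by camera with a preset correlation of 0.01.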

To better understand the entire effect of Nano-Orz on liver, gene expression profile was evaluated in the liver from *ob*/*ob* mice treated with Nano-Orz. Data were quantified with the distribution free weighted method (DFW), and calculated from a comparison among the groups by the rank product method (Breitling et al., 2004). According to their false discovery rate (FDR) values (> 0.05), 82 probe sets that were up-regulated and 100 probe sets that were down-regulated in the regular γ-oryzanol-treated group relative to the vehicle-treated group were identified. On the other hand, 134 probe sets that were up-regulated and 81 probe sets that were down-regulated in the Nano-Orz treated group relative to the vehicle-treated group were identified. 

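In liver, regular γ-oryzanol was accompanied by lower signals for Cyp26a1, which encodes a retinoic acid hydroxylase, and for Serpina12, which encodes the adipokine vaspin. The signal of Cyp26a1 was 9.42 ± 0.00999 (SD, n = 3 mice) in treated and 9.50 ± 0.0526 (SD, n = 3) in vehicle mice, a difference of -0.0718 (standard error 0.0283; -0.0433 without Veh 3). Serpina12 differed by -0.00597 (standard error 0.00159) and Cbr3, a carbonyl reductase, by -0.000734 (standard error 0.000106), and the calls of these 3 genes held without any 1 array. Among 24 immediate early genes, 2 were called lower: Jun (-0.000685, pfp up to 0.0947 without Veh 1 or Veh 2), a subunit of the transcription factor AP-1, and Sgk1 (-0.000642, pfp up to 0.411 without Orz 1, Veh 1 or Veh 2; -0.00112 and -5.23e-05 without Orz 2 and Orz 1), a kinase induced by serum and glucocorticoids. 5 were lower over the list alone. Of 14 gluconeogenesis genes, G6pc, the catalytic subunit of glucose-6-phosphatase, was called lower, at -0.000444 (standard error 0.000630, pfp 0.0174, up to 0.417 without Orz 3, Veh 1 or Veh 2; -0.000922 without Veh 3), and its mean difference turned to 3.67e-05 without Orz 3. Of 28 acute phase and inflammation genes, 2 were called higher, the chemokine Cxcl1 (0.000156, pfp up to 0.379 without any 1 Orz array; 8.6e-05 without Orz 2) and the plasma protein Orm3 (0.000201, pfp up to 0.1297 without any 1 Orz array), and 6 over the list alone. Sult1e1, an estrogen sulfotransferase, was called higher by 0.00140 (standard error 0.000640, pfp 0.00485, up to 0.210 without any 1 Orz array or Veh 1) as the only one of 29 xenobiotic metabolism genes, with 9 higher and 1 lower over the list alone. None of 16 liver endothelium genes was called, yet 14 of them had positive differences. By camera, the liver endothelium list gave an adjusted p = 0.000272, and adjusted p = 0.222 with an estimated correlation. In all, 83 probe sets were called higher and 97 lower, of which 8 and 4 stayed called in each of the 6 sets that leave out 1 array. Quantile normalization gave 76 higher and 20 lower, of which 46 and 17 are among these calls. The higher count was 25, 17 and 21 without Orz 1, 2 and 3, and 61, 140 and 104 without Veh 1, 2 and 3. The lower count was 113, 178 and 140 without Orz 1, 2 and 3, and 13, 7 and 39 without Veh 1, 2 and 3. In 31.7% of the called probe sets all treated arrays lay on 1 side of all vehicle arrays (9.25% of all probe sets, 10% by chance). Rank product selects on the same differences, so a share above chance follows from the selection and does not bear on treatment. Limma called 0 probe sets after adjustment, with 2067 at an unadjusted p under 0.05 where chance gives 2255.

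**Figure D1:**
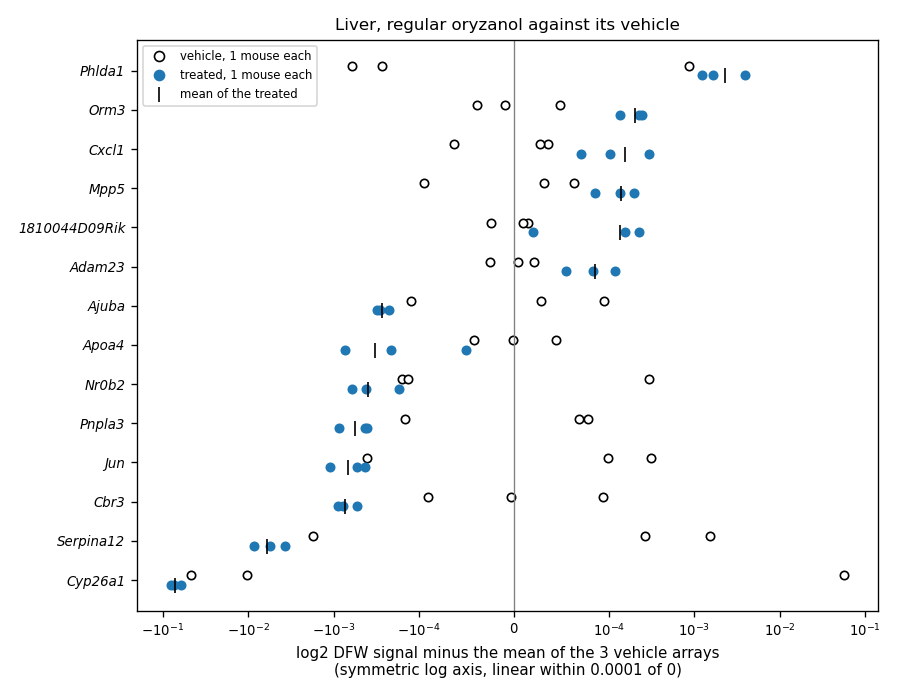
Liver, regular γ-oryzanol arm: each array's log2 DFW signal minus the mean of the 3 vehicle arrays (horizontal, symmetric log axis, linear within 0.0001 of 0) for each gene drawn (vertical). Open circles are vehicle mice, filled circles treated mice and bars treated means. Drawn are the called genes of largest difference in each direction among those with no overlap of arrays. Serpina12 lies at -0.00597 and Cbr3 at -0.000734, each with its 3 treated mice below the 3 vehicle mice.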

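With Nano-Orz, liver signals were higher for Jun, for Ppp1r3g, which directs protein phosphatase 1 to glycogen, and for Txnip, the thioredoxin-interacting protein, and lower for Sult2a2, a hydroxysteroid sulfotransferase, and Cyp2b13, a cytochrome P450. Jun had a signal of 9.0575 ± 0.00214 (SD, n = 3 mice) with Nano-Orz and 9.0528 ± 0.00155 (SD, n = 3) with vehicle, a difference of 0.00468 (standard error 0.00141). Txnip differed by 0.00140 (standard error 0.000406) and Ppp1r3g by 0.00762 (standard error 0.00444; 0.00329 without Veh 2). The arrays of Ppp1r3g overlapped, with Orz 3 at 6.682 and Veh 1 at 6.683. With regular γ-oryzanol its treated arrays all lay below its vehicle arrays. Sult2a2 differed by -0.874 (standard error 0.562), with 8.60 in Veh 3 against 6.76 and 6.84 in the other vehicle arrays, and by -0.276 without Veh 3. Without that array Cyp2b13 moved from -0.0674 (standard error 0.0346) to -0.0417. Of 22 genes with female-biased expression in mouse liver, 9 were called lower (Acot3, Cyp2b9, Cyp2b10, Cyp2b13, Hamp2, Hao2, Nipal1, Slc22a27 and Sult2a2) and 0 higher, with 14 lower over the list alone. The lower count was 8, 9 and 9 without Orz 1, 2 and 3, and 4, 8 and 5 without Veh 1, 2 and 3. By camera, the female-biased list gave an adjusted p = 0.00447, and adjusted p = 0.282 with an estimated correlation. Of 21 male-biased genes, 8 were called higher (C6, C8a, C8b, Cyp2d9, Cyp4a12a, Elovl3, Mup3 and Nat8) and 1 lower (Bcl6), with 12 higher over the list alone. The higher count was 1, 1 and 2 without Orz 1, 2 and 3, and 6, 8 and 2 without Veh 1, 2 and 3. By camera, the male-biased list gave an adjusted p = 0.0123, and adjusted p = 0.282 with an estimated correlation. Both sex-biased lists were added after the values were seen, and their camera p were adjusted over this pair alone, not over all lists. Of 29 xenobiotic metabolism genes, 5 were called lower (Cyp2b9, Cyp2b10, Cyp2b13, Cyp2c37 and Sult1e1) and 1 higher (Aox3), and 9 were lower over the list alone. The lower count was 2 without Veh 1, 3 without Orz 1, Veh 2 or Veh 3. Of 24 immediate early genes, 3 were called higher, Jun with Dusp1 (0.00107, pfp up to 0.1297 without any 1 Orz array, Veh 1 or Veh 2; -0.00128 and 0.00571 without Veh 2 and Veh 3), a phosphatase of MAP kinases, and the transcription factor Egr1 (0.00412, pfp up to 0.795 without any 1 Orz array or Veh 3; -0.00227 and 0.00805 without Veh 3 and Veh 1), whose means turn negative without Veh 1 or Veh 2 and without Veh 3. 9 were higher over the list alone. By camera, the immediate early list gave an adjusted p = 0.0387, and adjusted p = 0.461 with an estimated correlation. Of 18 stellate cell and fibroblast genes, 3 matrix genes, Col1a2 (0.000870, pfp up to 0.342 without any 1 Orz array, Veh 1 or Veh 3; -0.000258 and 0.00276 without Veh 3 and Veh 2), Col3a1 (0.000588, pfp up to 0.294 without any 1 Orz array, Veh 1 or Veh 3; -0.000904 and 0.00302 without Veh 3 and Veh 2) and Lum (0.000596, pfp up to 0.371 without any 1 Orz array, Veh 1 or Veh 3; -0.000114 and 0.00199 without Veh 1 and Veh 2), were called higher. The means of these 3 turn negative without Veh 3. The count was 5 without Veh 2 and 0 without any other array. Over all probe sets, 134 were called higher and 74 lower, and 9 and 11 stayed called whichever array was left out. After quantile normalization 66 were called higher and 43 lower, of which 57 and 27 are among these calls. The higher count was 23, 22 and 29 without Orz 1, 2 and 3, and 197, 220 and 118 without Veh 1, 2 and 3. Lower calls numbered 182, 111 and 67 without Orz 1, 2 and 3, and 18, 45 and 14 without Veh 1, 2 and 3. Limma called 0 after adjustment (1959 unadjusted), and 36.1% of the called probe sets had no overlap between treated and vehicle arrays (9.01% of all, 10% by chance). As in the regular arm, the selection of called probe sets raises that share.

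**Figure D2:**
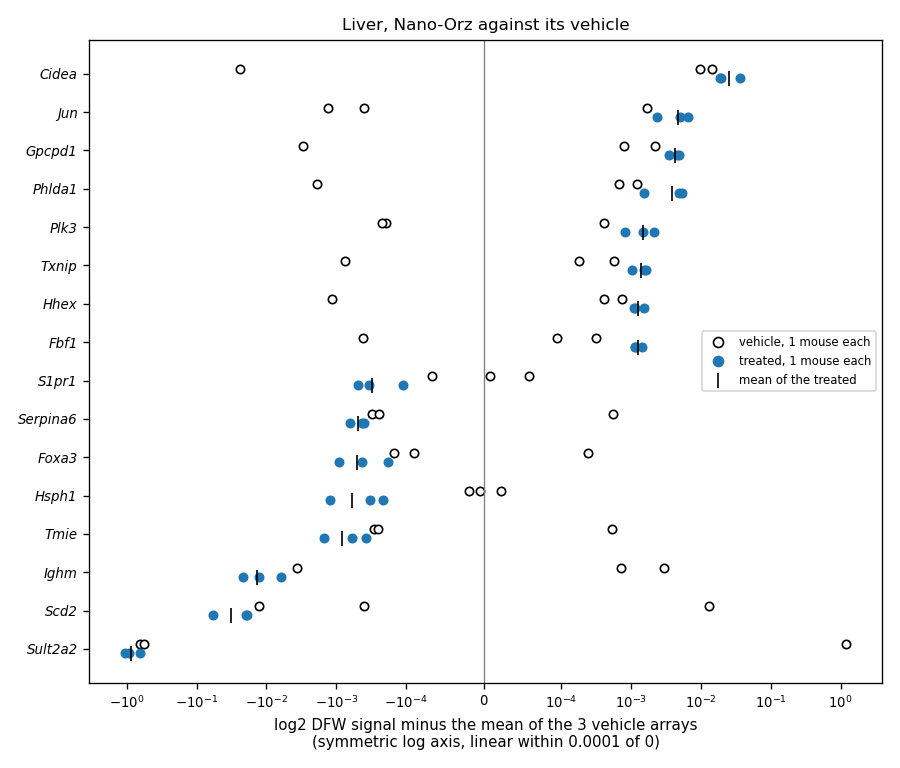
Liver, Nano-Orz arm, with genes chosen and drawn as for the regular arm: signal minus vehicle mean (horizontal) for each gene drawn (vertical), open circles for vehicle and filled circles for treated mice. Jun lies at 0.00468 with its 3 treated mice above the 3 vehicle mice, and Sult2a2 at -0.874.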

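Phlda1, which encodes a pleckstrin homology-like domain protein, was called higher in liver with both preparations, by 0.00227 and 0.00390 log2 DFW units with regular γ-oryzanol and Nano-Orz (standard errors 0.000865 and 0.00141, n = 3 mice per group), with no overlap of arrays in either arm. Without Orz 2 the difference in the regular arm was 0.00145. Scd2, a stearoyl-CoA desaturase, was called lower with both, at -0.000884 (pfp up to 1.03 without Orz 3 or any 1 Veh array; positive mean difference without Orz 3 or Veh 2; -0.00193 and 0.000142 without Orz 2 and Veh 2) and -0.0323 (-0.0190 without Orz 2). Pnpla3, a lipid droplet acylhydrolase, was called lower with both, at -0.000569 (pfp up to 0.0644 without Veh 1 or Veh 2) and -0.00233 (pfp up to 0.322 without Veh 1 or Veh 3; -0.00353 and -0.000588 without Veh 2 and Veh 3). In all, 19 probe sets were called higher in both arms, and 7 lower in both, against 8 and 1 with quantile normalization. The mean differences have the sign of the call in both arms in 16 of the 19 and all 7. In the regular and Nano-Orz arms 72.2% and 69.7% of the called probe sets lie among the 1% of widest spread, so a number shared by chance was not taken from independent calls. Of the 19, 7 are control probe sets of the array, 6 for the bacterial thr transcript added as a spike-in and 1 for 18S ribosomal RNA. The genes with 1 symbol are Phlda1, Slc15a2, Slco1b2 and Gm6958, listed after their values were seen. The count higher in both fell to 5 without Orz 2 of the regular arm, 10 without Orz 1 or Orz 3 of it, and 3, 3 and 4 without Orz 1, 2 and 3 of the Nano-Orz arm. The count lower in both was 1, 0 and 4 without Veh 1, 2 and 3 of the regular arm, 1 without Veh 1 or Veh 3 of the Nano-Orz arm, and 11 without its Orz 2.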

Of note, only 19 probe sets that were up-regulated and eight probe sets that were down-regulated were overlapped between regular γ-oryzanol-treated group and Nano-Orz-treated group.

To identify gene ontology (GO) terms, a gene-annotation enrichment analysis was performed using the online software program DAVID (the Database for Annotation, Visualization, and Integrated Discovery). 

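Among lipid metabolism genes, regular γ-oryzanol gave calls for 10 and Nano-Orz for 11 of the 153 listed genes, mostly lower with the former (2 higher, 8 lower) and in both directions with the latter (6 higher, 5 lower). These made up 10 of 80 called genes in the regular arm (0.673 by chance, odds ratio 18.0, exact p = 1.31e-09 by Fisher) and 11 of 98 in the Nano-Orz arm (0.824 by chance, odds ratio 16.0, exact p = 6.19e-10). Chance here takes every gene as equally likely to be called, whatever its spread. With regular γ-oryzanol, 1 of 21 cholesterol synthesis and uptake genes was called lower, the squalene epoxidase gene Sqle (-0.000573, pfp up to 0.214 without Veh 1 or Veh 2), and 5 over the list alone, with 17 of the 21 differences negative. Of 30 genes of fatty acid oxidation and PPARα targets, 2 were called lower. The first was the hormone gene Fgf21 (-0.000143, pfp up to 0.204 without any 1 Veh array). The other was Cyp4a12a, a fatty acid ω-hydroxylase whose mean difference is positive, at 0.000914. Its pfp rose up to 0.823 without Orz 2, Orz 3, Veh 1 or Veh 3. Its difference was -0.00732 and 0.00755 without Veh 2 and Veh 3. With same-numbered arrays paired, Cyp4a12a was called higher. Of 20 bile acid genes, Cyp7a1, the cholesterol 7α-hydroxylase, was called higher by 0.00239 (standard error 0.0114, pfp 0.0313, up to 0.906 without any 1 Orz array or Veh 3; -0.00646 and 0.0102 without Orz 1 and Orz 2) and its mean difference turned negative without Orz 1 or Veh 3. Nr0b2, the nuclear receptor SHP that represses Cyp7a1, was called lower, at -0.000397 (standard error 0.000177, pfp 0.00815, up to 0.202 without any 1 Veh array; -0.000250 without Veh 2). Of 18 lipoprotein genes, Apoa4 was called lower, at -0.000332 (standard error 0.000190, pfp 0.0142, up to 0.213 without any 1 Veh array; -0.000132 without Orz 1). Of 21 phospholipid, sphingolipid and steroid genes, the sulfotransferase Sult2a2 (0.00303, pfp up to 0.302 without any 1 Orz array, Veh 1 or Veh 3; -0.000713 and 0.00617 without Veh 1 and Veh 2) was called higher. The steroid dehydrogenase Hsd17b6 (-0.000450, pfp up to 0.385 without Orz 1, Orz 3 or any 1 Veh array; -0.00123 and 0.000163 without Orz 2 and Orz 3) was called lower. Of 19 fatty acid synthesis genes, 2 were called lower (Pnpla3 and Scd2) and 5 over the list alone, and none of 25 triglyceride storage genes was called, with 4 higher and 1 lower over the list alone, 1 of them both ways. The lower count over all lipid lists with regular γ-oryzanol was 10, 9 and 7 without Orz 1, 2 and 3, and 0, 1 and 3 without Veh 1, 2 and 3, and the higher count was 0 without any 1 Orz array. The odds ratio stayed between 9.94 and 20.3 in the regular arm and between 12.5 and 19.3 in the Nano-Orz arm without 1 array, and with the genes at an unadjusted p under 0.05 by Student's test in place of rank product it was 0.858 and 1.03.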

The GO term significantly enriched in the genes regulated by regular γ-oryzanol included lipid metabolic process (GO: 0006629) and monocarboxylic acid metabolic process (GO: 002787) (Supplemental Table 2A), while the GO term significantly enriched in the genes regulated by Nano-Orz-treated group was lipid metabolic process (GO: 0006629) (Supplemental Table 2B). These data indicate that γ-oryzanol *per se* mainly ameliorates lipid dysmetabolism in liver and Nano-Orz further strengthens its metabolically beneficial effects, but raise a possibility that Nano-Orz may have additional impact on lipid metabolism via distinct mechanisms related to encapsulation in PLGA nanoparticles.

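From these data the paper concludes that γ-oryzanol mainly improves lipid metabolism in liver and that Nano-Orz strengthens this, and it raises the possibility that Nano-Orz acts further on lipid metabolism by mechanisms tied to the encapsulation. In the arrays, Hsd17b6 and Sult1e1 were called opposite ways in the arms: with Nano-Orz Hsd17b6 was called higher by 0.000769 (standard error 0.000551, pfp 0.0490, up to 0.602 without any 1 Orz array or Veh 3; 0.000285 without Veh 3), and Sult1e1 lower, at -0.00358 (standard error 0.00176). Hao2, a peroxisomal hydroxyacid oxidase, differed by 0.000728 (pfp up to 0.505 without any 1 Orz array, Veh 1 or Veh 3; 0.000197 and 0.00120 without Veh 1 and Veh 2) and -0.0361 (-0.0159 without Veh 3) with regular γ-oryzanol and Nano-Orz. Ighm, the IgM heavy chain, differed by 0.000434 (pfp up to 0.435 without Orz 1, Orz 3 or Veh 3; 0.0001001 and 0.000782 without Orz 1 and Orz 2) and -0.0135. In the other direction, the polo-like kinase Plk3 differed by -0.000750 (pfp up to 0.792 without Veh 1 or Veh 2; 0.000684 and -0.00268 without Veh 2 and Veh 3) and 0.00149. The phosphate transporter Slc20a1 differed by -0.000378 (pfp up to 0.519 without Orz 1, Veh 1 or Veh 2; -0.000200 without Orz 1) and 0.000652 (pfp up to 0.101 without any 1 Orz array). The homeobox gene Hhex differed by -0.000175 (pfp up to 0.587 without Orz 3 or any 1 Veh array; -0.000101 without Veh 2) and 0.00126 (pfp up to 0.0504 without Orz 2; 0.000688 without Veh 3). Car3, a carbonic anhydrase gene, went the same ways through a pair of probe sets other than the one with the highest mean. Of 47 probe sets called in both arms, 21 went opposite ways, 11 higher with regular γ-oryzanol and 10 higher with Nano-Orz, and Jun alone had no overlap of arrays in both. The mean differences have the signs of the calls in 11 of the 11 and 9 of the 10. The opposite count was 7 and 13 without Veh 1 and Veh 3 of the regular arm and 11 without Orz 3 of the Nano-Orz arm. It was 5 with quantile normalization and 0 with a rank product on standardized differences. A limma test of the difference between the arms' effects called 0 probe sets (2479 at an unadjusted p under 0.05, 2255 by chance), and 270 with quantile normalization. It called 6, 5 and 1 without Orz 1, Orz 3 and Veh 3 of the regular arm and 2 without Veh 2 of the Nano-Orz arm. The arms were apparently quantified apart, so their scales can differ. Jun in Veh 1, for example, was at 7.85 in the regular and 9.05 in the Nano-Orz arm. The test thus does not set scale apart from effect.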

### Effects of Nano-Orz on gut microbiota in mice

To explore the possibility that Nano-Orz would exert its metabolically beneficial effects, at least partly, via the change in gut microbiota, we assessed the composition of gut microbiota in mice treated with Nano-Orz. There was no change in diversity of gut microbiota between *ob*/*+ *and *ob*/*ob* mice (Supplemental Figure 2A). Both regular γ-oryzanol and Nano-Orz showed no effect on diversity of gut microbiota (Supplemental Figure 2A). As previously shown (Turnbaugh et al., 2006), *Firmicutes*/*Bacteroidetes* ratio, which is increased in prevalent forms of obesity in humans, was apparently increased in *ob*/*ob* mice (Supplemental Figures 2B and 2C). Although regular γ-oryzanol showed no effect on *Firmicutes*/*Bacteroidetes* ratio, Nano-Orz dose dependently decreased the ratio (Supplemental Figures 2B and 2C).

Next, we measured plasma SCFA concentrations including acetic acid, propionic acid, n-butyric acid and n-valeric acid in mice treated with Nano-Orz. In *ob/ob* mice, there was no change in the plasma concentrations of acetic acid and n-butyric acid, while those of propionic acid and n-valeric acid were significantly decreased (Supplemental Figure 2D). Regular γ-oryzanol showed no effect on a line of SCFA concentrations in plasma (Supplemental Figure 2D). On the other hand, Nano-Orz showed a trend to increase plasma levels of propionic acid and n-valeric acid (Supplemental Figure 2D).

### Effects of Nano-Orz on the preference for dietary fat in mice

To investigate the effect of Nano-Orz on feeding behavior, we measured food consumption when mice were allowed to choose freely between the chow and HFD. There was no difference in total food intake between vehicle-treated mice and mice treated with Nano-Orz for 4 weeks. The vehicle-treated mice strongly preferred the HFD (Figure 6A). On the other hand, in mice treated with Nano-Orz (0.1 mg/kg body weight/day), HFD preference was decreased significantly (Figure 6A).

**Figure 6.**
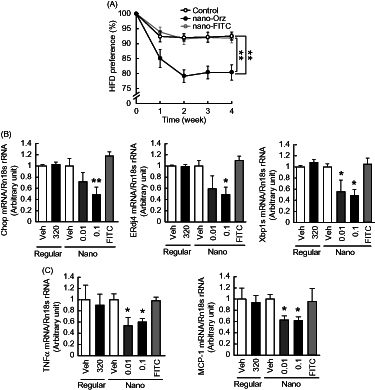
Impact of Nano-Orz on preference for dietary fat and hypothalamic ER stress in *ob*/*ob* mice. (A) HFD preference in mice treated with Nano-Orz. Mice were allowed free access to CD and HFD (*n* = 4; three mice per cage). Mice were treated with Nano-Orz (0.01 and 0.1 μg/g body weight/day) or FITC-encapsulated PLGA nanoparticles (0.1 μg/g body weight/day) for 4 weeks, and mRNA levels were measured in the hypothalamus for Chop, ERdj4, Xbp1s (B), TNFα and MCP-1 (C). Values were normalized to that of 18S rRNA and are expressed as levels relative to that of vehicle-treated mice (*n* = 8). The mRNA levels were determined using real-time PCR. *p < 0.05, **p < 0.01 compared with vehicle-treated mice. ANOVA followed by multiple comparison tests (Bonferroni/Dunn method) was used.

We previously showed that elevated hypothalamic ER stress does cause change in the preference for dietary fat in mice (Kozuka et al., 2012). We therefore examined the effect of Nano-Orz on hypothalamic ER stress. The mRNA levels of ER stress-responsive genes were significantly decreased in the hypothalamus by administration of Nano-Orz (Figure 6B). The mRNA levels of pro-inflammatory genes were also decreased in the hypothalamus in mice treated with Nano-Orz (Figure 6C). IHC was performed to visualize hypothalamic microglia, one of critical players of brain inflammation in response to dietary fats by use of specific antibodies against Iba-1. As previously reported (Gao et al., 2014), microglia was increased in hypothalamus of *ob*/*ob* mice by HFD (Supplemental Figure 3A and 3B). In contrast, this increment showed a trend to decrease by Nano-Orz (Supplemental Figures 3A and 3B).

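The hypothalamus values come from 12 further arrays of the same 4 treatments, 3 biological replicates each, quantified and tested as for liver. Whether they come from the mice of the liver arrays is not stated. Signals run from 5.30 to 14.8 in the regular arm and from 5.29 to 16.4 in the Nano-Orz arm, with a median standard deviation within groups of 2.29e-06 and 1.84e-06. Because the hypothalamus is dissected from adjoining tissue, lists of marker genes for thalamus (17 genes), choroid plexus (24), meninges (30), pituitary (12) and striatum and cerebral cortex (16) stand beside those for hypothalamic neuropeptides (30) and transcription factors (23), with hepatocyte transcripts (23) as a list of liver RNA. The lists of tissues beside the hypothalamus were written after reading the paper's pathway table, whose molecules were called from these arrays: 11 of the thalamus, 17 of the choroid plexus, 19 of the meninges and 18 of the hepatocyte genes are not in that table, so the counts rest partly on genes known to be called.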

Next, we evaluated gene expression profile in hypothalamus from *ob*/*ob* mice treated with Nano-Orz. According to their FDR values (> 0.05), 77 probe sets that were up-regulated and 173 probe sets that were down-regulated in the regular γ-oryzanol-treated group relative to the vehicle-treated group were identified. On the other hand, 109 probe sets that were up-regulated and 336 probe sets that were down-regulated in mice treated with Nano-Orz relative to the vehicle-treated group were identified. 

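In the hypothalamus, regular γ-oryzanol was accompanied by higher signals for the neuropeptide genes Vip and Oxt, which encode vasoactive intestinal peptide and oxytocin, and by lower signals for Alb, the albumin gene. Oxt had a signal of 11.3704 ± 0.000275 (SD, n = 3 mice) in treated and 11.3694 ± 0.000153 (SD, n = 3) in vehicle mice, a difference of 0.00103 (standard error 0.000168). Vip differed by 0.0101 (standard error 0.00516; 0.00485 without Veh 2). Of 30 neuropeptide and regulator genes, 4 were called higher, Oxt and Vip with Trh (thyrotropin-releasing hormone) and Crh (corticotropin-releasing hormone), and 1 lower, Cck (-0.00243, pfp up to 0.288 without Orz 1, Orz 2 or any 1 Veh array; -0.00623 and 0.000772 without Orz 3 and Orz 2), the cholecystokinin gene, whose mean turns positive without Orz 2. Over the list alone 12 were higher and 5 lower, 2 of them both ways, and the higher count was 2 without Orz 1 or Orz 2. Of 23 hypothalamic transcription factor genes, Six3 (0.000143, pfp up to 0.374 without any 1 Orz array or Veh 2) was called higher, and 8 over the list alone. Of 17 thalamus genes, 9 were called lower (Gbx2, Ntng1, Prkcd, Prkch, Ramp3, Rora, Synpo2, Tcf7l2 and Tnnt1) and 1 higher, Zic4 (0.000946, pfp up to 0.0695 without any 1 Orz array; 0.000206 without Orz 3), with 12 higher and 14 lower over the list alone, 11 of them both ways. Prkcd, a protein kinase C, differed by -0.0493 (standard error 0.0570), by 0.00330 without Orz 2 and by -0.103 without Orz 3. The thalamus genes called lower numbered 1, 1 and 13 without Orz 1, 2 and 3, and 2, 2 and 1 without Veh 1, 2 and 3. That list's mean signal was 8.507 in Orz 2 and 8.547 in Orz 3 against 8.531 to 8.536 in the vehicle arrays. Of 23 hepatocyte transcripts, 10 were called lower (Alb, Ambp, Apoa2, Bhmt, Car3, Cyp2c29, Cyp2e1, Cyp3a11, Fabp1 and Serpina1b) and 19 over the list alone. The count was 7, 9 and 7 without Orz 1, 2 and 3, and 7, 3 and 2 without Veh 1, 2 and 3. By camera, the hepatocyte list gave an adjusted p = 1.7e-07, and adjusted p = 0.277 with an estimated correlation. Alb differed by -0.04228 (standard error 0.0168; -0.0276 without Veh 3). In all, 75 probe sets were called higher and 179 lower, and 4 and 16 stayed called whichever array was left out. After quantile normalization 8 were called higher and 111 lower, of which 7 and 108 are among these calls. The higher count was 12, 13 and 18 without Orz 1, 2 and 3, and 69, 44 and 67 without Veh 1, 2 and 3. Lower calls numbered 60, 258 and 425 without Orz 1, 2 and 3, and 51, 34 and 24 without Veh 1, 2 and 3. Limma called 0 after adjustment (2563 unadjusted), and 40.2% of the called probe sets had no overlap of arrays (10.9% of all, 10% by chance). As in liver, the selection of called probe sets raises that share.

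**Figure D3:**
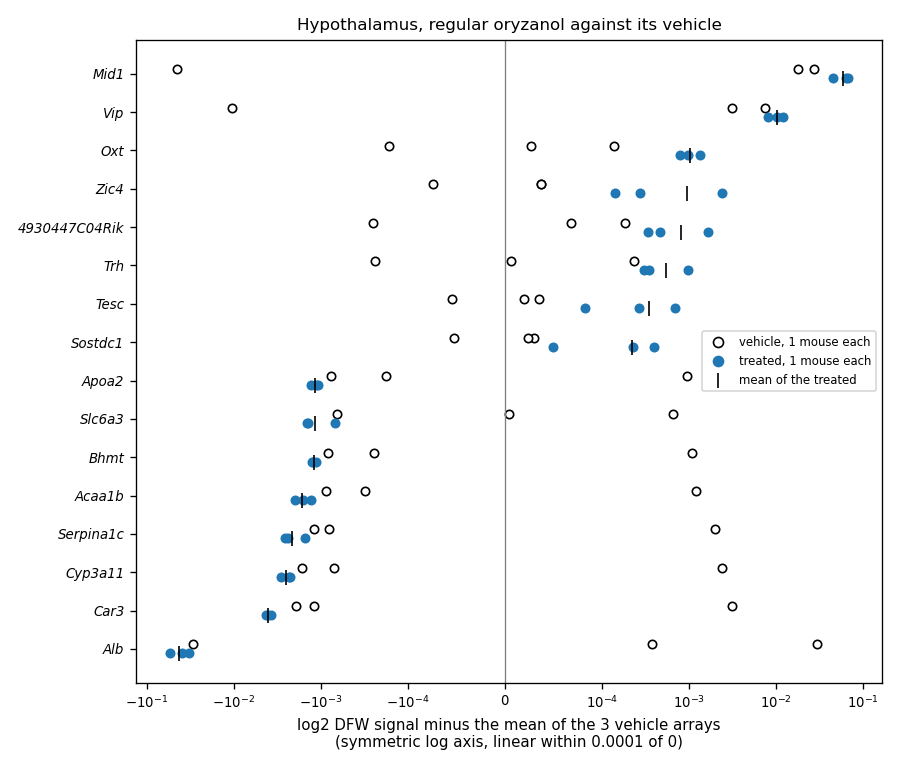
Hypothalamus, regular γ-oryzanol arm: signal minus the mean of the 3 vehicle arrays (horizontal, symmetric log axis) for each gene drawn (vertical). Open circles are vehicle and filled circles treated mice. Drawn are the called genes of largest difference in each direction among those with no overlap of arrays. Oxt lies at 0.00103 with its 3 treated mice above the 3 vehicle mice.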

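With Nano-Orz, hypothalamic signals were lower for Ttr (transthyretin) and Kcnj13, a potassium channel, which mark choroid plexus, and for Igf2 and Igfbp2, a growth factor and a protein that binds it, both on the list of meninges genes, and higher for the immediate early genes Fos and Dusp1. Kcnj13 had a signal of 6.6663 ± 0.00373 (SD, n = 3 mice) with Nano-Orz and 6.6794 ± 0.00647 (SD, n = 3) with vehicle, a difference of -0.0131 (standard error 0.00397). Ttr ranged widely, at 7.11, 13.2 and 10.3 in the treated and 16.4, 16.2 and 9.33 in the vehicle arrays, a difference of -3.78 (standard error 2.675) that was -2.25 without Orz 1 and -6.11 without Veh 3. Igf2 differed by -0.0125 (standard error 0.00517) and Igfbp2 by -0.0112 (standard error 0.00426). Fos, a subunit of AP-1, differed by 0.00535 (standard error 0.00261) and Dusp1 by 0.00143 (standard error 0.000633; 0.000832 without Veh 1). Of 24 choroid plexus genes, 17 were called lower and 22 over the list alone, and the list's mean signal was 6.96, 7.21 and 7.09 in the treated and 7.35, 7.34 and 7.05 in the vehicle arrays. These means follow mostly Ttr: the list's mean difference was -0.160 and its median difference -0.000511. By camera, the choroid plexus list gave an adjusted p = 8.42e-14, and adjusted p = 0.217 with an estimated correlation. Of 30 meninges genes, 25 were called lower and 28 over the list alone, among them the matrix proteins Dcn (-0.00610) and Islr (-0.00864) and the transporter Slc47a1 (-0.0193). That list's mean signal was 7.4368, 7.4378 and 7.4418 in the treated and 7.4417, 7.4421 and 7.4433 in the vehicle arrays. Orz 3 thus lay within the vehicle range. By camera, the meninges list gave an adjusted p = 1.23e-15, and adjusted p = 0.270 with an estimated correlation. The choroid plexus count was 16, 16 and 16 without Orz 1, 2 and 3, and 5, 5 and 14 without Veh 1, 2 and 3. The meninges count was 17, 17 and 28 without Orz 1, 2 and 3, and 13, 15 and 8 without Veh 1, 2 and 3. Of 24 immediate early genes, 6 were called higher (Dusp1, Egr1, Fos, Npas4, Nr4a1 and Sgk1) and 8 over the list alone, with 3 and 2 without Orz 1 and Orz 2. By camera, the immediate early list gave an adjusted p = 0.0329, and adjusted p = 0.217 with an estimated correlation. Of 30 neuropeptide and regulator genes, 3 were called higher, Crh, Trh and Nts (0.000125, pfp up to 0.0871 without any 1 Orz array; 6.78e-05 without Veh 1), the neurotensin gene, and 1 lower, Avp (-0.000147, pfp up to 0.141 without any 1 Veh array; -6.38e-05 without Orz 2), the vasopressin gene. The difference of Avp turned to 0.00237 with quantile normalization. In all, 115 probe sets were called higher and 331 lower, and 4 and 46 stayed called whichever array was left out. Quantile normalization gave 55 higher and 99 lower, of which 1 and 99 are among these calls. The higher count was 7, 11 and 35 without Orz 1, 2 and 3, and 105, 123 and 87 without Veh 1, 2 and 3. Lower calls numbered 381, 235 and 376 without Orz 1, 2 and 3, and 64, 83 and 107 without Veh 1, 2 and 3. Limma called 0 after adjustment (2753 unadjusted), and 44.6% of the called probe sets had no overlap of arrays (11.1% of all, 10% by chance). Here too the selection of called probe sets raises that share.

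**Figure D4:**
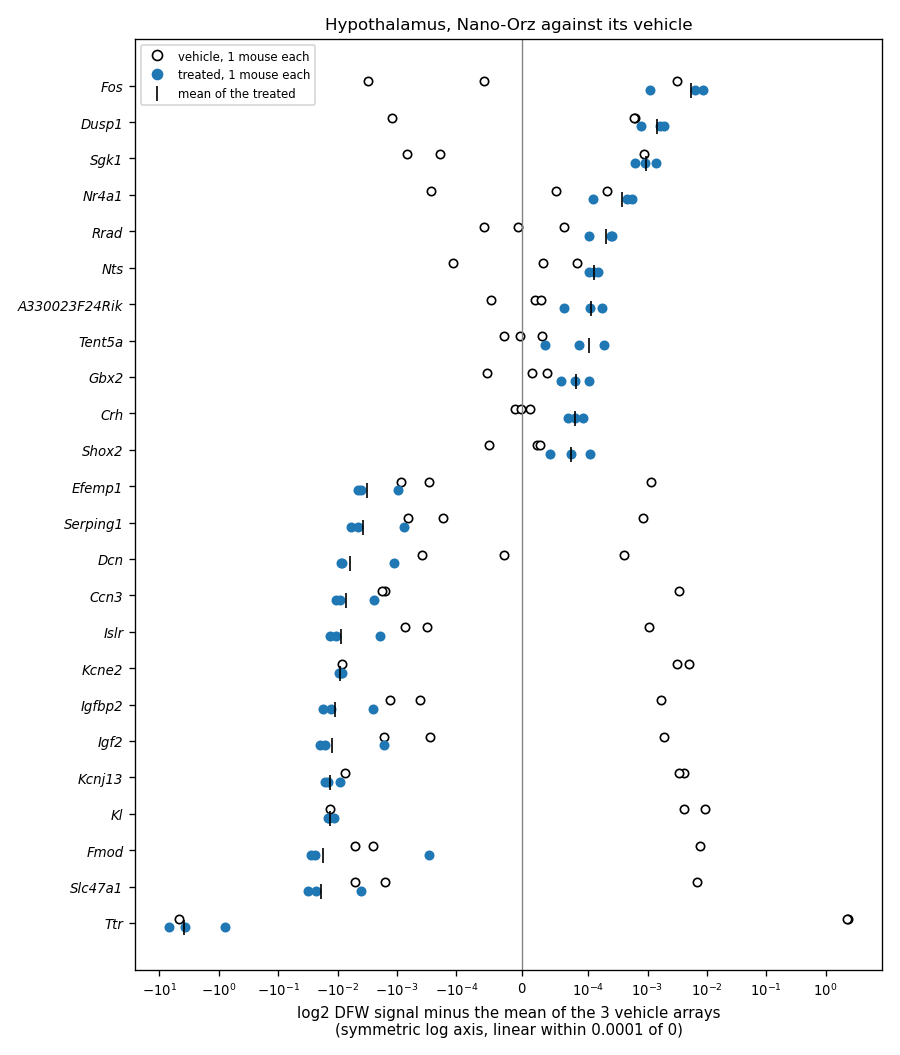
Hypothalamus, Nano-Orz arm: signal minus the mean of the 3 vehicle arrays (horizontal, symmetric log axis) for each gene drawn (vertical). Open circles are vehicle and filled circles treated mice. Drawn are the called genes of largest difference with no overlap of arrays, and the named genes of the meninges, choroid plexus and immediate early lists. Kcnj13 lies at -0.0131 and Fos at 0.00535.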

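The releasing hormone genes Trh and Crh were called higher in the hypothalamus with both preparations, with no overlap of arrays in either arm (n = 3 mice per group). Trh differed by 0.000544 (pfp up to 0.0943 without Orz 1 or Orz 2; 0.000328 without Orz 2) and 4.83e-05 (pfp up to 0.245 without any 1 Orz array or Veh 3) log2 DFW units with regular γ-oryzanol and Nano-Orz. Crh differed by 0.000107 (pfp up to 0.396 without any 1 Orz array, Veh 1 or Veh 2) and 8.05e-05 (pfp up to 0.0944 without any 1 Orz array). Their standard errors were 0.000236 and 1.28e-05 for Trh and 2.9e-05 and 8.67e-06 for Crh. Mid1, a microtubule-associated ubiquitin ligase, was higher by 0.0587 (0.0362 without Veh 3) and 0.00166 (pfp up to 0.914 without any 1 Orz array or Veh 3; negative mean difference without Orz 1). Slc15a2, a peptide transporter, and Erdr1 complete the 5 probe sets higher in both arms. The last 2 are named after their values were seen. Slc6a3, the dopamine transporter gene, was called lower with both, at -0.00119 (pfp up to 0.0969 without Veh 1 or Veh 3) and -0.0230 (pfp up to 0.0513 without Veh 2; -0.0413 and -0.0111 without Orz 3 and Orz 1). In all, 23 probe sets were called lower in both, 2 of them control probe sets for 18S ribosomal RNA. Of the 23, 3 had no overlap of arrays in either arm. Quantile normalization gave 0 higher and 4 lower in both arms, so the shared calls of Trh and Crh ended. In the regular and Nano-Orz arms 62.2% and 61.0% of the called probe sets lie among the 1% of widest spread, so no number shared by chance is given. The higher count was 2 without Orz 1 or Orz 2 of the regular arm and 0, 2 and 1 without Orz 1, 2 and 3 of the Nano-Orz arm. The lower count was 9 and 38 without Orz 1 and Orz 2 and 11, 14 and 10 without Veh 1, 2 and 3 of the regular arm. It was 39 and 11 without Orz 1 and Orz 2 and 4, 4 and 6 without Veh 1, 2 and 3 of the Nano-Orz arm.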

Of note, only five probe sets that were up-regulated and 22 that were down-regulated were overlapped between regular γ-oryzanol-treated group and Nano-Orz-treated group. The GO terms significantly enriched in the genes regulated by regular γ-oryzanol and Nano-Orz are shown in Supplemental Tables 3A and 3B. 

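Slc6a3 and Th, which encodes the tyrosine hydroxylase of dopamine synthesis, were the 2 of 8 dopamine genes called lower in the hypothalamus with Nano-Orz, with 4 lower over the list alone. Th was called lower, at -0.000425 (standard error 0.000551, pfp 0.0139, up to 0.291 without Orz 1, Orz 2 or any 1 Veh array; -0.000855 and -1.45e-05 without Orz 3 and Veh 2). With regular γ-oryzanol Slc6a3 was the only one called. Among 17 endothelium and mural cell genes, regular γ-oryzanol gave 2 called higher, Acta2 (0.000342, pfp up to 0.394 without Orz 1, Orz 2 or Veh 1), smooth muscle actin, and Flt1 (0.000122, pfp up to 0.521 without any 1 array), a receptor of vascular endothelial growth factor, and 6 over the list alone. By camera, the endothelium list gave an adjusted p = 0.000183, and adjusted p = 0.214 with an estimated correlation. Of 15 ependymal and tanycyte genes, Ccdc153 (0.000114, pfp up to 0.381 without any 1 Orz array, Veh 1 or Veh 2) and Dynlrb2 (8.96e-05, pfp up to 0.424 without any 1 array), a dynein light chain, were called higher with regular γ-oryzanol, and 6 over the list alone. By camera, the ependymal list gave an adjusted p = 0.0417, and adjusted p = 0.277 with an estimated correlation. With Nano-Orz 1 gene of that list was called lower, Vim (-0.000278, pfp up to 0.07275 without any 1 Veh array), the intermediate filament vimentin. Of 16 striatum and cortex genes, Gnal (-0.000396, pfp up to 0.302 without Orz 1, Orz 2 or any 1 Veh array; -0.000207 without Orz 1), a G protein α subunit, and Cck were called lower with regular γ-oryzanol. Of the same list, the transcription factors Neurod2 (-4.7e-05, pfp up to 0.215 without Orz 1, Orz 2 or any 1 Veh array) and Neurod6 (-0.0207, pfp up to 0.113 without Veh 1; -0.00586 without Veh 1) and the phosphatase regulator Ppp1r1b (-0.000123, pfp up to 0.235 without Orz 1 or any 1 Veh array) were called lower with Nano-Orz. After quantile normalization the differences of Neurod2 and Ppp1r1b turned to 0.000315 and 0.000214. No oligodendrocyte gene of 16 was called with regular γ-oryzanol, with 10 lower over the list alone. By camera, the oligodendrocyte list gave an adjusted p = 0.0195, and adjusted p = 0.380 with an estimated correlation. No microglia gene of 16 was called in either arm. By camera, the microglia list gave an adjusted p = 0.0217, and adjusted p = 0.277 with an estimated correlation. With Nano-Orz the same list gave an adjusted p = 0.04228, and adjusted p = 0.217 with an estimated correlation. The annotation behind the supplemental tables is not available here, so these lists stand in for its terms.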

Canonical pathway analyses were performed using QIAGEN’s Ingenuity Pathway Analysis (IPA®, QIAGEN Redwood City, www.qiagen.com/ingenuity). Pathways with significantly enriched in respective genes (−log (*p* value) > 2.0 each) were extracted. The canonical pathway significantly enriched in the genes regulated by regular γ-oryzanol included 36 of signaling pathways among 59 pathways (Supplemental Table 4A). 

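The molecules that recur most in the paper's pathways for regular γ-oryzanol are the protein kinase C genes Prkcd, in 37 of the 59 pathways, and Prkch, in 36, followed by Sos1, an activator of Ras, in 26, the phospholipase C genes Plcb1 and Plcb4, in 25 each, Fos in 23 and Crebbp, a transcriptional coactivator, in 21. In the arrays Prkch was called lower, at -0.00244 (standard error 0.00404, pfp 0.0350, up to 0.335 without Orz 1, Orz 2 or any 1 Veh array; -0.00616 and 0.00137 without Orz 3 and Orz 2), with a positive mean difference without Orz 2 (n = 3 mice per group). Fos was called lower, at -0.00378 (standard error 0.00775, pfp 0.00754, up to 0.406 without Veh 1 or Veh 2; -0.0116 and 0.00133 without Veh 3 and Veh 2), with a positive mean difference without Veh 2. Sos1, Plcb1, Plcb4 and Crebbp were called lower only through probe sets other than the one with the highest mean. Their highest-mean probe sets were not called. The differences of these were positive for Sos1 (4.29e-06), Plcb1 (9.67e-07) and Crebbp (1.04e-06) and negative for Plcb4 (-2.79e-05). Of the 55 molecules listed, 45 correspond to 1 named gene, and all 45 were called through at least 1 probe set, 9 higher and 36 lower. Of these, 21 were called through the highest-mean probe set. Those called higher include Acta2, and those called lower include Alb, with 6 of the 45 on the thalamus list, 3 on the hepatocyte list and 2 on the choroid plexus list. Since the lists were written after reading the pathway table, this overlap is partly of their making. The activity score that the paper prints is below 0 in 31 pathways and above 0 in 3.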

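Prkcd and Prkch, both on the list of thalamus genes, occur in 24 and 23 of the 36 signaling pathways. Of the same list, Synpo2, an actin-binding protein, was called lower, at -0.0293 (standard error 0.0386, pfp 0.00208, up to 0.0702 without Orz 1, Orz 2 or Veh 3; -0.0651 and 0.00653 without Orz 3 and Orz 2; n = 3 mice per group). Ramp3, a receptor activity-modifying protein, was called lower, at -0.0151 (standard error 0.0150, pfp 0.00545, up to 0.126 without Orz 1, Orz 2 or any 1 Veh array; -0.0289 and -0.000918 without Orz 3 and Orz 2). Tnnt1, a troponin T, was called lower, at -0.0105 (standard error 0.0258, pfp 0.0256, up to 0.676 without Orz 1, Orz 2 or any 1 Veh array; -0.0330 and 0.0148 without Orz 3 and Orz 2). The homeobox gene Gbx2 was called lower, at -0.00392 (standard error 0.0125, pfp 0.0103, up to 0.163 without Orz 1, Orz 2 or any 1 Veh array; -0.0169 and 0.00539 without Orz 3 and Orz 2), and like Synpo2 and Tnnt1 it has a positive mean difference without Orz 2. Of the 55 molecules, 19 occur in at least 5 pathways, and 55 of the 59 pathways hold at least 1 of these 19, while 20 molecules occur in 1 pathway. The paper concludes from this sharing that regular γ-oryzanol acts on specific signaling pathways. The thalamus list as a whole was not called by camera (adjusted p = 0.359).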

Since many of these pathways consisted of common molecules, these data indicate that effects of regular γ-oryzanol are focused on specific signaling pathways. In contrast, the canonical pathway significantly enriched in the genes regulated by Nano-Orz *per se* included only eight pathways (Supplemental Table 4B). These data indicate that effects of Nano-Orz influence nonspecifically and widely on various pathways. 

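The collagen genes Col1a1, Col1a2 and Col3a1 recur most in the paper's pathways for Nano-Orz, in 4 of 8 each. In the arrays Col1a2 was called lower, at -0.00342 (standard error 0.00148, pfp 0.00321, up to 0.141 without Veh 3; n = 3 mice per group). Col3a1 was called lower, at -0.00221 (standard error 0.000870, pfp 0.000755, up to 0.0590 without Veh 3), and Col1a1 only through a probe set other than the one with the highest mean. Among other molecules of these pathways, the coagulation factor gene F5 was called lower, at -0.00286 (standard error 0.00177, pfp 0.0132, up to 0.439 without Veh 1 or Veh 2; -0.00475 and -0.00170 without Veh 3 and Veh 1). Lbp, which encodes the lipopolysaccharide-binding protein, was called lower, at -0.000718 (standard error 0.000316, pfp 0.00346, up to 0.0949 without Veh 1 or Veh 2). Thbd, the thrombomodulin gene, was called lower, at -0.00204 (standard error 0.000980, pfp 0.005, up to 0.159 without Veh 1 or Veh 3; -0.00306 without Orz 3). Of 35 molecules, 31 correspond to 1 named gene, all 31 were called through at least 1 probe set, 3 higher and 28 lower, and 25 through the highest-mean probe set. Of these 31, 11 are on the meninges list, 6 on the choroid plexus list and 2 on the hepatocyte list. Those lists were written after reading this pathway table, so the overlap is partly of their making. No molecule occurs in 5 or more pathways, and 20 occur in 1.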

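Among the genes called lower in the hypothalamus with Nano-Orz in all sets that leave out 1 array are Kl, which encodes klotho, at -0.0133 (standard error 0.00632), and Kcne2, a potassium channel subunit, at -0.00890 (standard error 0.00384; n = 3 mice per group). The same holds for Serping1, the C1 inhibitor, at -0.00371 (standard error 0.00146), and the matrix protein genes Efemp1, at -0.00315 (standard error 0.00115), and Ccn3, at -0.00729 (standard error 0.00276). Kl differed by -0.00867 without Veh 1 and by -0.0199 without Veh 3. Called lower from the pituitary and hepatocyte lists were Cga (-0.0203), the α subunit of pituitary glycoprotein hormones, Itih2 (-0.00159, pfp up to 0.0726 without Veh 1 or Veh 3), an inter-α-trypsin inhibitor heavy chain, and Rbp4 (-0.000862, pfp up to 0.204 without Orz 1, Orz 2 or any 1 Veh array), the retinol-binding protein. Of 12 pituitary genes 1 was called lower and 5 over the list alone. By camera, the pituitary list gave an adjusted p = 0.00134, and adjusted p = 0.199 with an estimated correlation. Counting genes by 1 probe set, 147 were called lower and 40 higher with Nano-Orz, and 44 lower and 28 higher with regular γ-oryzanol. The paper concludes from the shorter list of pathways that Nano-Orz acts broadly and without pathway specificity.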

Some genes were regulated oppositely between regular γ-oryzanol and Nano-Orz, suggesting that Nano-Orz functions on hypothalamus via distinct mechanisms related to encapsulation in PLGA nanoparticles.

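Fos and Sgk1 were called lower with regular γ-oryzanol and higher with Nano-Orz in the hypothalamus (n = 3 mice per group). Fos differed by -0.00378 (pfp up to 0.406 without Veh 1 or Veh 2; 0.00133 and -0.0116 without Veh 2 and Veh 3) and 0.00535 and Sgk1 by 0.000661 (pfp up to 0.716 without Orz 1, Orz 3, Veh 1 or Veh 2; 0.00311 without Veh 2) and 0.000955 (pfp up to 0.0803 without Orz 2; 0.000612 without Veh 1), with a positive mean difference in the regular arm although called lower there, and -0.00283 without Veh 3 of that arm. The homeobox gene Shox2 differed by -0.0582 (-0.147 without Orz 3) and 7.47e-05 (pfp up to 0.209 without any 1 Orz array; 4.94e-05 without Veh 1) with regular γ-oryzanol and Nano-Orz. Gabrd, a GABA receptor subunit, differed by -0.00295 (pfp up to 0.241 without Orz 1, Orz 2 or any 1 Veh array; -0.00860 and 0.00144 without Orz 3 and Orz 2) and 0.000244 (pfp up to 0.304 without Orz 1 or Orz 2; 9.61e-05 and 0.000368 without Orz 2 and Veh 2). The tyrosine phosphatase Ptpn3 differed by -0.0106 (pfp up to 0.125 without Orz 1, Orz 2 or any 1 Veh array; -0.0266 and 0.00337 without Orz 3 and Orz 2) and 0.000110 (pfp up to 0.434 without Orz 1, Orz 2 or Veh 1; 6.11e-05 without Orz 2). In the regular arm the means of these 3 turn positive without Orz 2. Cga went the other way, by 0.0316 (pfp up to 0.549 without Orz 1, Orz 2 or Veh 3; -0.0104 and 0.0549 without Veh 3 and Veh 1) and -0.0203. So did Sostdc1, a secreted antagonist of bone morphogenetic proteins, by 0.000224 (pfp up to 0.429 without any 1 Orz array or Veh 2; 0.000138 without Orz 3) and -0.00532 (pfp up to 0.281 without Veh 1 or Veh 2; -0.00829 and -0.00322 without Veh 3 and Veh 1). Of 45 probe sets called in both arms, 17 went opposite ways, 6 higher with regular γ-oryzanol and 11 higher with Nano-Orz, and none of the 17 had no overlap of arrays in both. The mean differences have the signs of the calls in 3 of the 6 and 7 of the 11. The opposite count was 11 and 9 without Orz 1 and Orz 2 and 10 and 7 without Veh 1 and Veh 2 of the regular arm, and 11, 6 and 7 without Orz 1, 2 and 3 and 10 without Veh 1 of the Nano-Orz arm. It was 3 with quantile normalization and 3 with a rank product on standardized differences. A limma test of the difference between the arms' effects called 2 probe sets (3099 at an unadjusted p under 0.05), Supt7l, a transcription coactivator subunit, at -2.39e-05 (adjusted p = 0.0113), and 1 without a listed gene, named after their values were seen. The scales of the arms can differ here as in liver, so this test does not set scale apart from effect. It called 0 with median centring, 1 without the lower-mean probe sets, 128 with quantile normalization and 83 with the replicate block. It called 0 without Orz 1 of the regular or Veh 1 of the Nano-Orz arm, 62, 91, 28, 4 and 9 without Orz 2, Orz 3, Veh 1, Veh 2 and Veh 3 of the regular arm, and 49 and 44 without Orz 3 and Veh 3 of the Nano-Orz arm. The paper proposes from the opposite genes that Nano-Orz acts on the hypothalamus by a route tied to its encapsulation.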

## Discussion

In this study, we performed in-depth evaluation of Nano-Orz toward obesity-diabetes syndrome in experimental mice models. Although γ-oryzanol has a wide variety of beneficially metabolic effects (Kozuka et al., 2012; Kozuka et al., 2013; Kozuka et al., 2015a, Kozuka et al., 2015b), extremely low absorption efficiency from intestine of γ-oryzanol is a tough obstacle for the clinical application. Gamma-oryzanol ameliorates preference for animal fat and fuel metabolism in HFD-fed mice (Kozuka et al., 2012, 2013, 2015a, 2015b). However, in *ob*/*ob* mice, the best-known severest diabetic model in mice, γ-oryzanol actually shows no apparent effect on metabolic amelioration. To fully bring out the potential effects of γ-oryzanol, we encapsulated γ-oryzanol in PLGA nanoparticle (Nano-Orz). To our surprise, Nano-Orz markedly ameliorated fuel metabolism with an unexpected magnitude (∼1000-fold lower dose) compared with regular γ-oryzanol in *ob*/*ob* mice (Figures 2–6).

PLGA is approved by the US Food and Drug Administration (FDA) and European Medicine Agency (EMA) for drug delivery use (Danhier et al., 2012). Previous *in vivo* lactate release studies showed that plasma level of lactate was increased four-fold by encapsulation with PLGA (Chereddy et al., 2016). In the tissue distribution study in Balb/C mice, after 7 days of oral administration of PLGA, nanoparticles remained detectable in the brain, heart, kidney, liver, lungs and spleen (Semete et al., 2010). On the other hand, in F344 rats, after 21 days of oral administration, the highest amounts of PLGA nanoparticles were found and showed minimal toxicity in the intestine, liver, kidney, lung and brain (Navarro et al., 2016). Of note, a previous study using C57BL/6 mice treated with ICG or Nano-ICG intravenously, ICG distributed mainly in the liver, followed by the kidneys, spleen, heart and lungs. On the other hand, nanoparticle formulation showed a distinct and longer bio-distribution pattern from that of Nano-ICG (Saxena et al., 2006). These studies suggest that PLGA can be exploited for sustained supply of composition.

In this study, we demonstrated that after 3 days of oral administration, Nano-ICG mainly distributed in the liver and intestine in C57BL/6J mice (Figure 1). It is likely that changes in molecular weight, particle size, total surface area and hydrophilic/lipophilic balance of PLGA may affect the rate of degradation and the tissue distribution (Trabold et al., 2003). According to previous studies showing that smaller particles are taken up to a greater extent than larger ones (McClean et al., 1998; Sahana et al., 2008), the particle size used in this study (approximately 200 nm) are anticipated to be absorbed with considerably high efficiency. Presumably reflecting such a benefit, Nano-Orz markedly ameliorated glucose and lipid metabolism in *ob*/*ob* mice (∼1000-fold efficiency) compared with regular γ-oryzanol.

Recent studies have shown that modulation of gut microbiota by unrefined whole grains results in metabolically beneficial changes in plasma levels of SCFA through bacterial fermentation (Rosenbaum et al., 2015). Noticeably, in most cases of human and rodent obesities, diversity of gut microbiota is decreased, and the ratio of *Firmicutes* to *Bacteroidetes* is elevated (Ley et al., 2005; Walters et al., 2014). A recent gnotobiotic study has shown that gut microbiota from leptin-deficient genetically obese mice (*Lep^ob^*) represents high proportion of *Firmicutes*, which correlates well with increase in energy harvest and decrease in energy expenditure, resulting in robust body fat gain in recipient mice (Turnbaugh et al., 2006). However, importantly, dietary habits primarily impact the variation of gut microbiota rather than genetic obesities *per se* (Murphy et al., 2010; Moreno-Indias et al., 2014). Consistent with a previous report (Murphy et al., 2010), in this study, *Firmicutes*/*Bacteroidetes* ratio was significantly increased in *ob*/*ob* mice compared with *ob*/+ mice (Supplemental Figure 2). On the other hand, expression of genes encoding enzymes involved in the initial breakdown step for indigestible dietary polysaccharides or enzymes which import and metabolize a line of end-products was significantly increased in the *ob*/*ob* microbiome (Turnbaugh et al., 2006; Moreno-Indias et al., 2014). All these data suggest the importance of the *Firmicutes*/*Bacteroidetes* ratio in the development of obesity in both humans and rodents. In this study, Nano-Orz did decrease the *Firmicutes*/*Bacteroidetes* ratio (Supplemental Figure 2B). Moreover, plasma SCFA level showed a trend toward increase in Nano-Orz-treated mice (Supplemental Figure 2D). SCFAs produced by microbiota-driven fermentation are transported into the intestinal lumen and affect glucose and lipid metabolism in various tissues (den Besten et al., 2013). In this study, Nano-Orz effectively decreased ER stress and inflammation also in liver and adipose tissue (Figures 4 and 5), and ameliorated glucose, triglyceride and cholesterol metabolism in *ob*/*ob* mice (Figures 3, 4 and 5). 

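With Nano-Orz, Cidea, a lipid droplet fusion protein gene, was called higher in liver by 0.0250 (standard error 0.0124; 0.0130 without Veh 3; n = 3 mice per group), and its relative Cidec by 0.000402 (standard error 0.000152, pfp 0.0265, up to 0.343 without any 1 Orz array or Veh 3). G0s2, an inhibitor of adipose triglyceride lipase, was called higher by 0.00454 (standard error 0.00502, pfp 0.000909, up to 0.0996 without Orz 3; 0.000893 and 0.00899 without Veh 1 and Veh 3). These are the 3 called among 25 triglyceride storage genes, with 17 of the 25 differences positive and 11 higher and 0 lower over the list alone. By camera, the triglyceride storage list gave an adjusted p = 0.0185, and adjusted p = 0.292 with an estimated correlation. Of 19 fatty acid synthesis genes, the elongase Elovl3 (0.00205, pfp up to 0.327 without any 1 Orz array or Veh 3; 0.000790 without Veh 3) was called higher and Pnpla3 and Scd2 lower, with 9 lower over the list alone. By camera, the fatty acid synthesis list gave an adjusted p = 0.0387, and adjusted p = 0.404 with an estimated correlation. Of 30 genes of fatty acid oxidation and PPARα targets, Cidea and Cyp4a12a (0.00863, pfp up to 0.0932 without any 1 Orz array, Veh 2 or Veh 3; 0.00486 and 0.0144 without Veh 3 and Veh 1) were called higher. The acyl-CoA thioesterase Acot3 (-0.00269, pfp up to 0.676 without Orz 1, Veh 1 or Veh 3; -0.00503 and -0.000381 without Veh 2 and Veh 3) was called lower, with 6 higher over the list alone. By camera, the fatty acid oxidation list gave an adjusted p = 0.0185, and adjusted p = 0.292 with an estimated correlation. Of 21 phospholipid, sphingolipid and steroid genes, Hsd17b6 was called higher and Sult2a2 and the choline kinase Chka (-0.000297, pfp up to 0.303 without any 1 Veh array) lower. None of the cholesterol, bile acid and lipoprotein genes was called, with 0, 0 and 2 higher and 6, 4 and 2 lower over each list alone. The higher count over all lipid lists was 2, 2 and 1 without Orz 1, 2 and 3, and 6, 6 and 4 without Veh 1, 2 and 3. Lower lipid calls numbered 6, 8 and 5 without Orz 1, 2 and 3, and 2, 5 and 2 without Veh 1, 2 and 3.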

Microarray data in liver further reinforced the impact of Nano-Orz on lipid metabolism. In addition to the marked increase in the absorption efficiency of Nano-Orz, these findings raise a possibility that Nano-Orz ameliorates obesity and glucose dysmetabolism at least partly via the considerable changes in gut microbiota and subsequent production of SCFAs. In this context, further studies are warranted to test this hypothesis.

From a viewpoint of clinical applications, it is important to note that Nano-Orz significantly decreased ER stress in hypothalamus and attenuated the preference for dietary fat by administration once every 2 weeks (Figure 6). According to a previous study on bio-distribution of PLGA nanoparticles in mice (Semete et al., 2010), the particles remained detectable in the brain after 7 days of oral administration. Furthermore, we have shown that the full structure of γ-oryzanol plays a crucial role in reduction of ER stress and consequent attenuation of the preference for dietary fat in mice (Kozuka et al., 2012). Taken together, it is reasonable to speculate that Nano-Orz reaches the brain and regulates feeding behavior in hypothalamus. Microarray data in hypothalamus showing the wide differences in the GO term between regular γ-oryzanol and Nano-Orz may also support this hypothesis, but precise molecular mechanisms must await further investigation.

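In the hypothalamus, the lists that hold most called genes differ between the arms: with regular γ-oryzanol 21 of the 23 hepatocyte transcripts had negative differences, with Nano-Orz 13. Choroid plexus genes such as Kcnj13, Kl and Ttr had negative differences in 13 of 24 with regular γ-oryzanol and 24 of 24 with Nano-Orz, and meninges genes such as Dcn and Islr in 13 and 30 of 30. In the regular arm the meninges count was 5 without Veh 2, 23 without Orz 2 and 30 without Veh 3. Thalamus genes such as Prkcd had median differences of -0.00188 with regular γ-oryzanol, 0.00128 without Orz 2, where 16 of the 17 differences are positive, and 9.98e-06 with Nano-Orz, where all 17 differences were positive. With Nano-Orz the homeobox gene Gbx2 (8.1e-05, pfp up to 0.165 without any 1 Orz array) was the 1 called, and 9 were higher over the list alone. By camera, the thalamus list gave an adjusted p = 4.16e-05, and adjusted p = 0.178 with an estimated correlation. The neuropeptide list, which holds Trh, Crh and Oxt, had positive differences in 12 of 30 genes with regular γ-oryzanol (25 without Orz 3 and 18 without Veh 1) and 19 with Nano-Orz. By camera 5 lists were called with regular γ-oryzanol and 6 with Nano-Orz, and 0 in either arm with an estimated correlation. The paper proposes that the differences in gene ontology terms between regular γ-oryzanol and Nano-Orz bear on its hypothesis that Nano-Orz reaches the brain and regulates feeding in the hypothalamus.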

In summary, we demonstrate that Nano-Orz markedly ameliorate glucose and lipid metabolism in obese diabetic *ob*/*ob* mice with an unexpected magnitude. Furthermore, such conspicuous impacts on fuel dyshomeostasis are achievable by its administration once every 2 weeks. Nanotechnology-based developments of functional foods with health claims or drug discoveries oriented toward γ-oryzanol shed light on the novel approach for the prevention and treatment of lifestyle-related metabolic diseases in humans.

## Supplementary Material

161230_Nano_Suppl_Drug_Delivery.docx

## Notes

**Supplementary material available online**

# Supplementary material for: Marked augmentation of PLGA nanoparticle-induced metabolically beneficial impact of γ-oryzanol on fuel dyshomeostasis in genetically obese-diabetic ob/ob mice
**Source:** Drug Deliv. 2017 Feb 9;24(1):558–68. doi: 10.1080/10717544.2017.1279237
**Supplement:** 161230_Nano_Suppl_Drug_Delivery.docx

Marked augmentation of PLGA nanoparticle-induced metabolically-beneficial impact of γ-oryzanol on fuel dyshomeostasis in genetically obese-diabetic *ob*/*ob* mice

Chisayo Kozuka^1^, Chigusa Shimizu-Okabe^2^, Chitoshi Takayama^2^, Kaku Nakano^3, 4^, Hidetaka Morinaga^5^, Ayano Kinjo^5^, Kotaro Fukuda^5^, Asuka Kamei^6^, Akihito Yasuoka^6^, Takashi Kondo^6^, Keiko Abe^6, 7^, Kensuke Egashira^3, 4, 5^ and Hiroaki Masuzaki^1^

**Supplemental Material**

**Supplemental Methods**

***Animals***

Whole blood was taken from the tail vein and blood glucose was measured using an　automatic glucometer (Medisafe Mini; Terumo, Tokyo, Japan). Occasional blood　sampling were done from the retro-orbital venous plexuses or tail vein. Plasma insulin　levels were measured using ELISA kits (Morinaga Institute of Biological Science, Inc.,　Tokyo, Japan). For OGTTs, mice were orally administrated with 0.75 g/kg body weight　glucose after an 18-h fast. Blood glucose levels were measured at the indicated times.

***PLGA nanoparticles***

PLGA and each compound were dissolved in acetone/ethanol solution completely. The　polymer solution was dropped into stirring aqueous PVA solution. The organic solvent　in the resultant mixture was removed by a rotary evaporator. Finally, the evaporated　mixture was filtered and powdered by freeze drying methods. PLGA with an average　molecular weight of 20,000 and a lactide to glycolide copolymer ratio of 75:25　(PLGA7520; Wako Pure Chemical Industries, Osaka, Japan) was used as a wall　material for nanoparticle formation.

***IHC analyses and oil red O staining***

The dissected pancreas was fixed in 4 % paraformaldehyde, embedded in paraffin and sectioned. The paraffin-embedded sections were stained with hematoxylin and eosin (H&E) or immunostained for insulin (ab7842, Abcam Japan, Tokyo, Japan), glucagon (G2654, Sigma-Aldrich, St Louis, MO, USA), and cleaved caspase-3 (9661; Cell Signaling Technology Japan, Tokyo, Japan). The mean size and ratio of inulin-positive and glucagon-positive areas to the total islet area were calculated based on >100 islets per group using Photoshop (Adobe, San Jose, CA, USA). For ionized calcium binding adaptor protein-1 (Iba-1) IHC staining, frozen brain sections were stained with anti-Iba-1 (019-19741; Wako Pure Chemical Industries). Six immunohistochemically stained sections in each group were captured using the Scanscope XT image scanner (Aperio Technologies, Vista, CA, USA) and analyzed using the ImageScope program.

***Quantitative real-time PCR***

Gene expression was examined as described (Kozuka *et al.*, 2012). Total RNA was extracted using Trizol reagent (Life technologies Japan, Tokyo, Japan) and cDNA was synthesized using an iScript™ cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). Quantitative real-time PCR was performed using a StepOnePlusTM Real-Time PCR System, and Fast SYBR Green Master Mix (Life technologies). The mRNA levels were normalized by *Rn18s* (18S rRNA). The primer sets used for the quantitative real-time PCR analyses were summarized in **Supplemental Table 1**.

***MicroArray Analyses***

For assays, 3 representative mice were selected in each group. DNA microarray analysis was performed as previously described (Kamei *et al.*, 2013). Briefly, total RNA from liver and hypothalamus was assessed for quality and quantity by agarose gel electrophoresis and ultraviolet spectrophotometry, respectively. DNA microarray analysis was performed according to the manufacturer’s instructions (Affymetrix, Santa Clara, CA, USA). The fluorescent signal intensities were measured with an Affymetrix GeneChip® Scanner 3000 7G. The Affymetrix® GeneChip® Command Console® (AGCC) software program (Affymetrix, Santa Clara, CA, USA) was used to convert the array images into intensity values for each probe (CEL files).

**Supplemental References:**

Kamei, A., Watanabe, Y., Kondo, K., Okada, S., Shinozaki, F., Ishijima, T., Nakai, Y., Kondo, T., Arai, S. & Abe, K., 2013. Influence of a short-term iron-deficient diet on hepatic gene expression profiles in rats. *PLoS One,* 8**,** e65732.

Kozuka, C., Yabiku, K., Sunagawa, S., Ueda, R., Taira, S.I., Ohshiro, H., Ikema, T., Yamakawa, K., Higa, M., Tanaka, H., Takayama, C., Matsushita, M., Oyadomari, S., Shimabukuro, M. & Masuzaki, H., 2012. Brown Rice and Its Component, gamma-Oryzanol, Attenuate the Preference for High-Fat Diet by Decreasing Hypothalamic Endoplasmic Reticulum Stress in Mice. *Diabetes,* 61**,** 3084-3093.

**Supplemental Tables**

**Supplemental Table 1. The primer sets used for quantitative real-time PCR analysis**

Forward and reverse primers are designated by *f* and *r*, respectively.

Probe (FAM-5' -> 3'-TAMRA) is designated by *p*.

**Supplemental Table 2. GO terms that were significantly enriched (FDR-corrected P < 0.01) in the liver transcriptome data.**

|  | GO ID | GO term | | | | | | | | | FDR-corrected *P*-value |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| (A) Significantly enriched GO terms (FDR-corrected *P*-value < 0.01) found in 82 probe sets that were up-regulated and 100 probe sets that were down-regulated in the regular γ-oryzanol-treated group relative to the vehicle-treated group. | | | | | | | | | | | |
|  | GO:0008150 | biological process | | | | | | | | - | |
|  | GO:0008152 |  | metabolic process | | | | | | | - | |
|  | GO:0044238 |  |  | primary metabolic process | | | | | | - | |
|  | GO:0071704 |  |  | organic substance metabolic process | | | | | | - | |
|  | GO:0006629 |  |  |  | lipid metabolic process | | | | | 0.001 | |
|  | GO:0044699 |  | single-organism process | | | | | | | - | |
|  | GO:0009987 |  | cellular process | | | | | | | - | |
|  | GO:0044710 |  |  | single-organism metabolic process | | | | | | - | |
|  | GO:0044281 |  |  |  | small molecule metabolic process | | | | | - | |
|  | GO:0044237 |  |  |  | cellular metabolic process | | | | | - | |
|  | GO:0044763 |  |  |  | single-organism cellular process | | | | | - | |
|  | GO:0006082 |  |  |  |  | organic acid metabolic process | | | | 0.109 | |
|  | GO:0043436 |  |  |  |  |  | oxoacid metabolic process | | | 0.114 | |
|  | GO:0019752 |  |  |  |  |  |  | carboxylic acid metabolic process | | 0.114 | |
|  | GO:0032787 |  |  |  |  |  |  |  | monocarboxylic acid metabolic process | 0.009 | |
|  |  |  |  |  |  |  |  |  |  |  | |
| (B) Significantly enriched GO terms (FDR-corrected *P*-value < 0.01) found in 134 probe sets that were up-regulated and 81 probe sets that were down-regulated in the Nano-Orz treated group relative to the vehicle-treated group. | | | | | | | | | | | |
|  | GO:0008150 | biological process | | | | | | | | - | |
|  | GO:0008152 |  | metabolic process | | | | | | | - | |
|  | GO:0044699 |  | single-organism process | | | | | | | - | |
|  | GO:0071704 |  |  | organic substance metabolic process | | | | | | - | |
|  | GO:0044238 |  |  | primary metabolic process | | | | | | - | |
|  | GO:0044710 |  |  | single-organism metabolic process | | | | | | - | |
|  | GO:0006629 |  |  |  | lipid metabolic process | | | | | 8.78E-04 | |

GO terms with no *P*-value indicate no significance.

FDR-corrected *P*-values of the categories exhibiting the deepest hierarchy are shadowed.

**Supplemental Table 3. GO terms that were significantly enriched (FDR-corrected P < 0.01) in the hypothalamus transcriptome data.**

GO terms with no P-value indicate no significance.

FDR-corrected P-values of the categories exhibiting the deepest hierarchy are shadowed.

**Supplemental Table 4. IPA canonical pathways enriched (-log(p-value) > 2.0) in the hypothalamus transcriptome data.**

**Supplemental Figures**

**Supplemental Figure 1.**

**Effects of Nano-Orz on gene expressions related to inflammation and ER stress in mesenteric fat from *ob*/*ob* mice**

(**A-C**) Expression levels of mRNA for TNFα, IL-6, MCP-1 (**A**), Chop, ERdj4, Xbp1s (**B**), and PPARγ2 (**C**) in mesenteric fat (*n* = 8). The mRNA levels were determined by real-time PCR and normalized by those of *Rn18s*. Data are expressed as mean ± SEM. * *P* < 0.05, ** *P* < 0.01, *vs* vehicle-treated mice (Veh).

**Supplemental Figure 2.**

**Effects of Nano-Orz on gut microbiota and plasma SCFA level**

Diversity of cecal gut microbiota was analyzed using 16S rRNA sequencing in *ob*/*ob* mice treated with Nano-Orz for 4 weeks. OTU numbers (**A**), bars represent the relative abundance (%) of bacterial phyla (**B**) and the *Firmicutes*/*Bacteroidetes* ratio (**C**) are shown for each group. (**D**) Plasma SCFA levels in Nano-Orz-treated *ob*/*ob* mice. Data are expressed as mean ± SEM.

**Supplemental Figure 3.**

**Effects of Nano-Orz on hypothalamic Iba-1 positive microglia**

(A) Iba-1 staining of hypothalamus in brain sections. Scale bar, 1 mm; magnification, x40. (B) Iba-1-positive area was calculated in 6 sections in each group. Data are expressed as mean ± SEM.

How the deposited data were processed for this re-analysis (not part of the article)

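The series holds 24 Affymetrix mouse expression arrays: liver and hypothalamus, each from regular γ-oryzanol and Nano-Orz arms with 3 treated and 3 vehicle biological replicates. The paper says that the 3 mice of a group were selected as representative; whether liver and hypothalamus arrays come from the same mice is not stated. The authors quantified the arrays with the distribution free weighted method (DFW), apparently per tissue and arm, and deposited log2 signals of 45101 probe sets in a series table and in 4 further tables, 1 per tissue and arm. The 24 sample columns of those 4 tables carry animal codes that no label maps to samples, so the series table was used in place of the arm tables that had been planned. No probe-level data, background or detection calls were among the files.

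Values were used as deposited, without further normalization or filter. DFW draws arrays together: most probe sets vary by less than 0.001 between the 6 arrays of a comparison, so a difference in log2 DFW units ranks a probe set but is no fold change. Probe sets were named through the array's annotation: 34958 carry 1 gene symbol, 932 several and 9211 none, and 64 are controls. A gene with several probe sets is represented by the one with the highest mean over the 12 arrays of its tissue, which gives 18194 genes. Of the 14 genes that the paper measured by RT-qPCR in liver, 12 had such a probe set.

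The 4 comparisons set treated against vehicle arrays within a tissue and arm. Following the paper, probe sets were called by rank product, at a proportion of false positives (pfp) under 0.05. The paper prints the sign of this threshold the other way. It does not state the pairs or permutations, for which all 9 pairs and 100 permutations of the values within arrays were taken. limma 3.58.1 in R 4.3.3 gave differences, standard errors and adjusted p, and tested the difference between the arms' effects. With 3 arrays against 3 the smallest two-sided exact p of a permutation is 0.1. Overlaps between arms were compared with the product of both counts over the 45101 probe sets and with Fisher's exact test, one-sided; these comparisons are not reported, because 61.0% to 72.2% of the called probe sets lie among the 1% of widest spread and can recur in both arms without treatment. The share of lipid genes among called genes was compared with the two-sided test. Scripts used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

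Named genes were fixed by rule: for each comparison and direction the 8 genes of largest difference among those called with no overlap between treated and vehicle arrays; every gene the paper measured by RT-qPCR in that tissue; up to 4 called genes per list and direction; probe sets called in opposite directions in the arms; and the molecules that occur in most pathways of the paper's table of canonical pathways, whose content was known beforehand.

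Gene lists were written before the values were seen: for lipids, fatty acid synthesis, fatty acid oxidation and PPARα targets, triglyceride storage, cholesterol, bile acids, lipoproteins, and phospholipids with sphingolipids and steroids; for other functions, gluconeogenesis, xenobiotic metabolism, ER stress, acute phase and inflammation, immediate early genes, circadian clock, neuropeptides, hypothalamic transcription factors and dopamine genes; and for cells and neighbouring tissues, the markers named in the text. Male-biased and female-biased liver genes were added after the values were seen. The marker lists for the hypothalamus were written after reading the paper's pathway table and share molecules with it. Lists were tested by camera and fry, adjusted over the lists of a comparison, with the pair of sex-biased lists adjusted apart.

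Rank product was first run on simulated values. With equal spread it recovered 100% of 200 probe sets with large changes and called 1 unchanged one. With each probe set's own spread it recovered 97.0% to 100% of changes of 0.0005 and called 179 to 240 unchanged ones. The changes were put on probe sets taken at random, whose median standard deviation is 1.84e-06 to 3.23e-06. Their recovery was thus nearly certain beforehand and does not tell how well changes in widely spread probe sets are found. On the same values limma recovered 94.0% to 100% and called 10 to 19 unchanged ones. Alternatives set beforehand were limma, Student's test, a stricter threshold, calls with no overlap, quantile normalization, median centring, leaving out the lower-mean probe sets, a standardized rank product, pairing by replicate number, leaving out each array, another probe set per gene and camera with an estimated correlation. The gene ontology and pathway tools of the paper were not available, and its RT-qPCR, metabolic and microbiota data are not in the series.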

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

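The tests on probe sets of wide spread, on overlaps between the arms and on 1 vehicle mouse, and the lists of sex-biased genes, were chosen only after the results they concern were seen.

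Rank product called 180, 208, 254 and 446 probe sets in liver with regular γ-oryzanol, liver with Nano-Orz, hypothalamus with regular γ-oryzanol and hypothalamus with Nano-Orz, and in liver 7 of the array's own control probe sets, which the paper does not discuss, were higher in both arms. In data simulated with no change and each probe set's own spread, 20 counts ran from 225 to 292, 237 to 315, 261 to 348 and 207 to 295. A rank product on standardized differences kept 23, 44, 30 and 104 of the calls. In the first 3 comparisons every simulated count lay above the real one, so the simulation calls more than the data and is no calibrated reference. Probe sets of wide spread may account for these 3 counts, but the simulation does not measure how far. The 446 lie above their simulated counts, but the simulation drew each probe set independently, whereas genes of some lists varied together within groups. Since few of the 446 were kept as well, that count stays open. Of the probe sets called in both arms, 44.7% in liver and 37.8% in hypothalamus were called opposite ways; these shares were known when a bound was set for them, so they decide nothing. Of the 10 splits of 6 arrays into 3 and 3, 7, 7, 7 and 1 called as many probe sets, with 392, 465, 697 and 365 as the highest of the others; 10 splits are too few for a share under 0.05. In the first 3 comparisons, not in the fourth, the highest other split called more than 2 times the real count. No test compared this maximum with a reference, so it does not tell whether the samples hold another structure. Which single calls reflect treatment stays open.

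In the hypothalamus, genes of tissues that the paper does not discuss drew attention: with Nano-Orz 17 choroid plexus and 25 meninges genes were called lower, and with regular γ-oryzanol 9 thalamus genes and 10 hepatocyte transcripts. Within groups, the genes of a list varied together, with a mean correlation of residuals of 0.857 for meninges and 0.681 for thalamus (95th percentile of random lists 0.0531 and 0.0751), which may reflect uneven amounts of these tissues in the dissected samples; leaving out genes of the paper's pathway table gave 0.905 and 0.635. For choroid plexus (0.290) and hepatocyte transcripts (0.260) the correlation lay above the 95th percentile of random lists (0.0601 and 0.0607). It lay between the bounds of 0.2 and 0.5, so the test decides neither way. Among the Nano-Orz vehicle arrays the choroid plexus genes Ttr, Kcnj13, Kl and Kcne2 were all lowest in Veh 3, so these genes varied together between untreated mice too. All 24 choroid plexus and all 30 meninges genes had negative mean differences with Nano-Orz, which less of these tissues in the treated samples and a treatment effect on them would both give. Whether the amounts differ by dissection or by treatment stays open.

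In liver, the calls with Nano-Orz included 9 female-biased genes lower and 8 male-biased genes higher, in male mice and outside the genes the paper discusses, beside lipid metabolism genes. Without Veh 3, whose Sult2a2 signal was the highest, 7 of these 17 calls remained in the same direction, against 8 to 15 without another array, so 1 vehicle mouse may supply part of them, but the test does not decide. A different time of day at sampling was tested for the lipid metabolism genes by 5 clock genes, whose median absolute difference was at most 3.93e-05; since 0 and 1 probe sets differ by 0.3 or more in the regular and Nano-Orz arms, this scale could not have shown a shift of the size set beforehand and leaves time of day open.

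In liver 1 probe set, for Jun, had all treated arrays below all vehicle arrays with regular γ-oryzanol and all above with Nano-Orz; this difference between the arms was picked by the order of the arrays and not tested by itself. In hypothalamus the effects of 2 probe sets differed between the arms by a limma test of the difference, Supt7l and 1 without a listed gene. The count was 0 with median centring, 1 without the lower-mean probe sets, 128 with quantile normalization and 83 with the replicate block. In liver it was 0, and 270 with quantile normalization. The scales of the arms can differ, and this test does not set scale apart from effect.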

How the results depend on the processing

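Values below follow a fixed order. Counts of probe sets are those higher and lower in liver with regular γ-oryzanol, liver with Nano-Orz, hypothalamus with regular γ-oryzanol and hypothalamus with Nano-Orz; overlaps are those higher in both arms, lower in both arms and opposite, in liver and then in hypothalamus; odds ratios are those of lipid metabolism genes with regular γ-oryzanol and Nano-Orz; differences between the arms are the limma counts in liver and hypothalamus. As reported they are: counts 83, 97, 134, 74, 75, 179, 115 and 331; overlaps 19, 7, 21, 5, 23 and 17; odds ratios 18.0 and 16.0; differences between the arms 0 and 2. Median centring kept all of these within 1.5 times except the hypothalamus difference between the arms, and the odds ratios kept their direction under each setting except 1. The cause of a moved count was not tested except where a setting calls fewer by its construction (a stricter threshold, fewer probe sets, no overlap). The deposited values hold no background or detection call, so which probe sets lie near background is not known.

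With limma at an adjusted p under 0.05 in place of rank product: counts 0, 0, 0, 0, 0, 0, 0 and 0; overlaps 0, 0, 0, 0, 0 and 0. With the Student's test of the methods at an unadjusted p under 0.05: counts 1113, 879, 983, 999, 1382, 1103, 1525 and 1140; overlaps 25, 15, 48, 56, 26 and 61; odds ratios 0.858 and 1.03. With that test after adjustment: counts 0, 0, 0, 0, 0, 0, 0 and 0; overlaps 0, 0, 0, 0, 0 and 0. With pfp under 0.01: counts 38, 29, 59, 28, 17, 75, 46 and 152; overlaps 9, 1, 6, 1, 6 and 3; odds ratios 14.4 and 23.3. With calls kept only where treated and vehicle arrays do not overlap: counts 18, 39, 49, 26, 47, 55, 62 and 137; overlaps 1, 0, 1, 2, 3 and 0; odds ratios 21.0 and 16.1. With quantile normalization: counts 76, 20, 66, 43, 8, 111, 55 and 99; overlaps 8, 1, 5, 0, 4 and 3; odds ratios 8.18 and 16.9; differences between the arms 270 and 128. Of those counts 46, 17, 57, 27, 7, 108, 1 and 99 probe sets are also in the reported sets. With median centring: counts 82, 97, 134, 81, 76, 184, 111 and 331; overlaps 19, 8, 21, 5, 23 and 17; odds ratios 18.2 and 17.2; differences between the arms 0 and 0. Without the lower-mean probe sets (those under the median): counts 54, 48, 78, 36, 26, 82, 70 and 162; overlaps 11, 2, 10, 2, 12 and 7; odds ratios 16.5 and 14.4; differences between the arms 0 and 1. With a rank product on moderated standardized differences: counts 73, 61, 141, 107, 208, 73, 192 and 180; overlaps 1, 0, 0, 3, 1 and 3; odds ratios 9.47 and 8.43. Of those counts 7, 16, 36, 8, 21, 9, 31 and 73 are also in the reported sets. Without the array's control probe sets, a setting chosen after seeing the data: counts 75, 97, 126, 74, 75, 177, 115 and 329; overlaps 12, 7, 21, 5, 21 and 17; odds ratios 18.0 and 16.0. With the probe set of largest change per gene the odds ratios were 14.1 and 14.9.

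The replicate numbers are shared by treated and vehicle arrays. With same-numbered arrays paired in the rank product (replicate block): counts 150, 129, 151, 95, 102, 214, 234 and 447; overlaps 20, 8, 27, 8, 30 and 25; odds ratios 15.0 and 16.7. With limma and the replicate block: counts 0, 0, 0, 0, 0, 0, 0 and 1; overlaps 0, 0, 0, 0, 0 and 0; differences between the arms 0 and 83. The correlations of same-numbered arrays' standardized residuals were 0.159, -0.00477 and 0.0336 (liver, regular arm), -0.0141, 0.0838 and -0.139 (liver, Nano-Orz arm), 0.165, 0.109 and 0.0661 (hypothalamus, regular arm) and 0.268, 0.310 and 0.0480 (hypothalamus, Nano-Orz arm). In the same order 3, 2, 6 and 6 of 6 arrays correlated best with their own number, a hint from the data in hypothalamus. Residuals not standardized gave 0.351, -0.609 and 0.672, then 0.626, 0.945 and 0.947, then 0.583, -0.442 and 0.144, then -0.986, 0.989 and -0.714; at least 99.9% of their squared sum lies in 1% of the probe sets. Without that 1% they gave 0.222, 0.113 and 0.141, then -0.278, 0.0443 and -0.405, then 0.273, 0.0314 and 0.228, then 0.462, 0.504 and 0.118. By each measure some comparison has a pair under 0.1, and which comparisons have every pair over 0.1 changes with the measure: none when standardized, liver with Nano-Orz otherwise, and liver with regular γ-oryzanol and hypothalamus with Nano-Orz without the 1%. Whether the numbers pair the arrays is therefore open, and the reported calls are unpaired.

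Lists called by camera numbered 1, 4, 5 and 6 in the 4 comparisons without the pair of sex-biased lists, which were added later, 0, 0, 0 and 0 with an estimated correlation, 0, 0, 0 and 1 by fry in 1 direction and 0, 2, 0 and 2 by fry in either direction, neither of which compares with other genes, and 1, 2, 5 and 7 with the probe set of largest change per gene. Leaving out 1 array gave: counts 17 to 140, 7 to 178, 22 to 220, 14 to 182, 12 to 69, 24 to 425, 7 to 123 and 64 to 381; overlaps 3 to 21, 0 to 11, 7 to 25, 0 to 6, 4 to 39 and 6 to 19; odds ratios 9.94 to 20.3 and 12.5 to 19.3; differences between the arms 0 to 6 and 0 to 91.

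Among the named genes, 171 are called. Leaving out each of 6 arrays in turn, 601 of 1026 calls were kept and 385 were weakened. A mean difference that changed sign while the call was kept was not counted as reversed, as for Prkcd, Shox2 and Sgk1 in hypothalamus Regular-Orz arrays. In 40 the direction reversed, for Mt2 in liver Regular-Orz arrays by the call alone, as its differences all stayed positive. Lowest and highest differences of the genes concerned were in liver Regular-Orz Bcl6 -0.00219 to 0.000610, Cyp4a12a -0.00732 to 0.00755, Cyp7a1 -0.00646 to 0.0102, G6pc -0.000922 to 3.67e-05, Hsd17b6 -0.00123 to 0.000163, Mt2 0.00351 to 0.0412, Plk3 -0.00268 to 0.000684, Scd2 -0.00193 to 0.000142 and Sult2a2 -0.000713 to 0.00617; in liver Nano-Orz Ass1 -0.0118 to 0.000453, Bcl6 -0.00691 to 0.00279, Col1a2 -0.000258 to 0.00276, Col3a1 -0.000904 to 0.00302, Dusp1 -0.00128 to 0.00571, Egr1 -0.00227 to 0.00805, Lum -0.000114 to 0.00199 and Mt2 -0.00182 to 0.000588; in hypothalamus Regular-Orz Cck -0.00623 to 0.000772, Cga -0.0104 to 0.0549, Fos -0.0116 to 0.00133, Gabrd -0.00860 to 0.00144, Gbx2 -0.0169 to 0.00539, Prkch -0.00616 to 0.00137, Ptpn3 -0.0266 to 0.00337, Synpo2 -0.0651 to 0.00653 and Tnnt1 -0.0330 to 0.0148; in hypothalamus Nano-Orz Ccn2 -0.00163 to 1.46e-05 and Pisd-ps3 -0.00406 to 0.000399. With quantile normalization the reversed genes were S1pr1 in liver Nano-Orz arrays, 3.58e-06, and, in hypothalamus Nano-Orz arrays, Avp 0.00237, Neurod2 0.000315 and Ppp1r1b 0.000214; 86 of the 171 called genes kept their call and 81 lost it. With the paired rank product they were Cyp4a12a in liver Regular-Orz arrays, called higher at 0.000914, Ass1 in liver Nano-Orz arrays, called higher at -0.00725, and Tnnt1 in hypothalamus Regular-Orz arrays, called higher at -0.0105; 159 kept their call and 9 lost it. Of the 171 called genes, limma after adjustment weakened 171, the rank product on standardized differences 139, the overlap rule 94, pfp under 0.01 71 and median centring 0. The planned exchange of the series' value table for the arm tables, and of joined arm tables for the series' table, was not run, because the columns of the arm tables carry animal codes that no label maps to samples.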

Differences from the paper's values

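All 12 counts that the paper states and that were computed again fall within the set bounds of the paper's. The remaining differences concern genes that the paper measured by RT-qPCR, another assay, and that the arrays also hold.

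The paper states that Nano-Orz lowered G6pc, Pck1 and Ppargc1a in liver; in the arrays none of them was called, at 0.000189 (standard error 0.000108), 0.000376 (0.000233) and -1.89e-06 (4.46e-06), the first and second in the other direction; another probe set of Pck1 was called higher, at 0.00956 (pfp 0.00294, up to 0.364 without Orz 2, Orz 3 or Veh 3). It states that regular γ-oryzanol left the ER stress and lipid synthesis genes unchanged, and none of these was called in that arm. It states that Nano-Orz lowered the ER stress genes Ddit3, Dnajb9 and spliced Xbp1 in liver and hypothalamus, the latter in mice that chose between chow and a high fat diet, where the labels keep the array mice on chow; the arrays do not tell the spliced form apart, and none was called, at 1.09e-06, -4.45e-06 and -9.41e-06 in liver and -3.92e-06, 2.04e-06 and 1.27e-06 in hypothalamus. It states that Nano-Orz lowered genes of fatty acid and cholesterol synthesis in liver; Srebf1 (-0.000150), Fasn (-0.000103) and Acaca (-5.14e-05) had negative differences and Ppara a positive one (6.44e-06), and none was called. Of the cholesterol genes, Srebf2 (-1.16e-06) and Hmgcs1 (-1.95e-05) were not called either. It states that Nano-Orz lowered inflammatory genes in the hypothalamus of the mice offered both diets; in the array mice, on chow, Tnf (1.8e-07) and Ccl2 (-1.02e-06) were not called.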

Other observations

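In liver with regular γ-oryzanol, Lrat, which esterifies retinol in stellate cells, was called lower, at -0.00139 (standard error 0.000882, pfp 0.00609, up to 0.2002 without any 1 Veh array; -0.000718 without Orz 1), as 1 of 18 stellate cell and fibroblast genes, with 6 lower over the list alone. The female-biased genes Hao2, Prom1 and Sult2a2 were called higher, with 11 higher and 2 lower over the list alone (camera, higher, adjusted p = 0.00693, and 0.269 with an estimated correlation), and the male-biased Bcl6 and Cyp4a12a lower, with 4 higher and 8 lower, 2 of them both ways. The 3 called female-biased genes became 0 without Orz 1, Orz 2, Orz 3, Veh 1 or Veh 3 and 7 without Veh 2. The camera p of this list was adjusted over the pair of sex-biased lists alone. With Nano-Orz, the plasma protein gene Orm2 (0.00371, pfp up to 0.233 without Orz 1; 0.000337 and 0.00723 without Veh 3 and Veh 2) was called higher among 28 acute phase genes, the clock output gene Dbp (0.000496, pfp up to 0.294 without any 1 Orz array; 0.000330 without Orz 3) among 19 clock genes, and Ass1 (-0.00725, pfp up to 1.02 without Orz 3 or any 1 Veh array; -0.0118 and 0.000453 without Veh 1 and Veh 3), the argininosuccinate synthase, whose mean turns positive without Veh 3, was called lower among 12 periportal genes. Cidec was called higher among 7 adipocyte genes, Ighm lower among 12 lymphocyte genes (higher with regular γ-oryzanol), and none of 14 gluconeogenesis genes was called, with 4 higher and 1 lower over the list alone.

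In hypothalamus, Sostdc1 was the 1 choroid plexus gene called higher with regular γ-oryzanol and Cga the 1 pituitary gene, and none of 30 meninges genes was called there, with 3 higher and 20 lower over the list alone, 2 of them both ways. Among 24 immediate early genes Fos and Sgk1 were called lower with regular γ-oryzanol, with 5 over the list alone. No hypothalamic transcription factor gene was called with Nano-Orz, with 7 higher over the list alone.

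Lists with no called gene, given as higher and lower over the list alone: 30 ER stress genes 0 and 0 (liver, regular), 1 and 0 (liver, Nano-Orz), 1 and 0 (hypothalamus, regular) and 0 and 0 (hypothalamus, Nano-Orz); in the regular and then the Nano-Orz arm of liver, Kupffer cells 6 and 0, 3 and 1, cholangiocytes 1 and 0, 0 and 0, exocrine pancreas 0 and 0, 0 and 0, pericentral hepatocytes 2 and 0, 0 and 1 and red blood cells 0 and 0, 0 and 0; and of hypothalamus, astrocytes 0 and 0, 0 and 1, neurons 3 and 0, 0 and 0, clock genes 0 and 0, 2 and 1, lymphocytes 0 and 0, 0 and 0 and red blood cells 0 and 0, 0 and 1.

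Of the genes measured by RT-qPCR, 1 of 12 was called in liver with regular γ-oryzanol (G6pc, lower), 0 of 12 with Nano-Orz by the probe set with the highest mean (2 higher and 3 lower over the list alone) and 0 of 5 in hypothalamus in either arm. By fry, which does not compare with other genes, 0.0158 was the adjusted p in either direction of the exocrine pancreas and triglyceride storage lists in liver with Nano-Orz, 0.00353 that of the neuropeptide list in hypothalamus with Nano-Orz, and 0.03845 the adjusted p in 1 direction of the transcription factor list there.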
